# Cyclophilin acts as a ribosome biogenesis factor by chaperoning the ribosomal protein (PlRPS15) in filamentous fungi

**DOI:** 10.1093/nar/gkab1102

**Published:** 2021-11-18

**Authors:** Chenmi Mo, Chong Xie, Gaofeng Wang, Tian Tian, Juan Liu, Chunxiao Zhu, Xueqiong Xiao, Yannong Xiao

## Abstract

The rapid transport of ribosomal proteins (RPs) into the nucleus and their efficient assembly into pre-ribosomal particles are prerequisites for ribosome biogenesis. Proteins that act as dedicated chaperones for RPs to maintain their stability and facilitate their assembly have not been identified in filamentous fungi. PlCYP5 is a nuclear cyclophilin in the nematophagous fungus *Purpureocillium lilacinum*, whose expression is up-regulated during abiotic stress and nematode egg-parasitism. Here, we found that PlCYP5 co-translationally interacted with the unassembled small ribosomal subunit protein, PlRPS15 (uS19). PlRPS15 contained an eukaryote-specific N-terminal extension that mediated the interaction with PlCYP5. PlCYP5 increased the solubility of PlRPS15 independent of its catalytic peptide-prolyl isomerase function and supported the integration of PlRPS15 into pre-ribosomes. Consistently, the phenotypes of the *PlCYP5* loss-of-function mutant were similar to those of the *PlRPS15* knockdown mutant (e.g. growth and ribosome biogenesis defects). PlCYP5 homologs in *Arabidopsis thaliana*, *Homo sapiens*, *Schizosaccharomyces pombe*, *Sclerotinia sclerotiorum*, *Botrytis cinerea* and *Metarhizium anisopliae* were identified. Notably, PlCYP5-PlRPS15 homologs from three filamentous fungi interacted with each other but not those from other species. In summary, our data disclosed a unique dedicated chaperone system for RPs by cyclophilin in filamentous fungi.

## INTRODUCTION

Ribosomes are representative macromolecules that exist in all biological cells. They are essentially responsible for cellular protein synthesis (1). Ribosomes consist of two subunits: large and small. In *Saccharomyces cerevisiae*, the large subunit (60S) contains 25S, 5.8S and 5S rRNA and 46 ribosomal proteins (RPs), while the small subunit (40S) harbors 18S rRNA and 33 RPs (2). Ribosomes mature through a rapid and orderly assembly process to satisfy the protein requirement of biological cells. This process primarily occurs in the nucleus, where the 35S rRNA precursor (pre-rRNA) co-transcriptionally recruits specific RPs and numerous assembly factors to generate the 90S processome (3–5). After progressive cleavages of pre-rRNA, the 90S dissociates into the precursors of the large (pre-60S) and small ribosomal subunits (pre-40S) (3). These two precursors are immediately transported to the cytoplasm, where they associate with additional RPs to form mature ribosome (6–8). Interference with any of these processes results in defective ribosome biogenesis (9).

Efficient nuclear transport and assembly of RPs are crucial for ribosome biogenesis. However, little is known about the mechanisms that mediate the transport of RPs from cytoplasm to nucleus. Newly synthesized RPs tend to aggregate due to their ever-present basic regions and unfolded extensions prone to nonspecific interactions (10). Accordingly, cells employ a general chaperone system, such as the nascent polypeptide-associated complex (NAC), stress 70-B/ribosome-associated complex (SSB/RAC), and importins to protect these aggregate-prone RPs (11–14). Moreover, different chaperones in *S*. *cerevisiae* associate with and solubilize specific RPs, which facilitates nuclear import of RPs and their integration into pre-ribosome, known as dedicated chaperones (15). Five chaperones interact with the RPs of 60S, including Rrb1, Acl4, Sqt1, Syo1 and Bcp1 (15–19), and three chaperones interact with the RPs of 40S, including Yar1, Tsr2 and Tsr4 (20–23). Remarkably, the function as a dedicated RP chaperone appears to be conserved among homologs across species. For instance, a chaperone, the arginine methyltransferase 3 in *Arabidopsis thaliana* and *Schizosaccharomyces pombe* interacts with RPS2 and regulates ribosome biogenesis (24,25). A human chaperone, PDCD2 as well as its yeast homolog Tsr4, co-translationally interacts with RPS2 to facilitate its assembly (23,26). However, it is unclear whether this dedicated chaperone system is conserved in filamentous fungi.

Cyclophilins (CYPs) are ubiquitous proteins and belong to the peptidyl-prolyl cis-trans isomerases (PPIases) that exhibit catalytic activity in protein folding (27). With this feature, CYPs are involved in many biological processes across multiple species, such as cell morphogenesis, transcriptional regulation, abiotic stress resistance, and virulence (28–31). In addition, CYPs possess PPIase-independent chaperone-like activity, which prevents the aggregation of multiple proteins through direct binding (32–34). Recently, the biological function of CYPs as chaperones has been emphasized. The plant CYP40 acts as a co-chaperone of Hsp90 to promote microRNA activities by facilitating the binding of small ligands to Ago1 (35). The CYP40 homolog in *Drosophila melanogaster* has also been identified as the Hsp90 co-chaperone, which is essential for spermatogenesis and modulation of Ago2-RISC formation (36). Nevertheless, other possible chaperone functions of CYPs remain to be explored.

*Purpureocillium lilacinum* is a filamentous fungus of the phylum Ascomycota and is widely used to control plant-parasitic nematodes due to its ability to parasitize nematode eggs and the nematocidal activity of fungal metabolites (37–40). However, the molecular mechanism underlying its parasitism remains unclear, which undermines the field application of this fungal biocontrol agent. In our previous study, we identified the CYP family of *P. lilacinum* and found the gene expression of *PlCYP5*, an RNA recognition motif (RRM)-containing *CYP* gene, was increased upon infection of nematode eggs (41). In addition, it was also increased upon exposure to abiotic stressors (41), implying versatile roles of *PlCYP5*. Surprisingly, the model fungus *S*. *cerevisiae* lacks the homolog of PlCYP5. Its homologs in *A. thaliana* and *S. pombe* regulate transcription by interacting with the C-terminal domain of RNA polymerase II (42,43). However, there was no such interaction in *P*. *lilacinum*. Here, we aimed to identify a novel function of the RRM-containing CYP and determine its effect on cellular ribosome biogenesis.

## MATERIALS AND METHODS

### Strains and growth condition

The *P. lilacinum* wildtype strain 36-1 was isolated from the egg surface of *M. incognita* and was cultured on PDA at 28°C for reproduction and on CZA at 28°C for biological phenotype determination. Gene mutation strains were cultured on potato dextrose agar (PDA) supplemented with 1.2 mg/ml G418 sulfate and gene complementary strain was cultured on PDA supplemented with 2 mg/ml glufosinate ammonium. *Escherichia coli* strain was cultured in Luria-Bertani broth (LB) medium at 37°C.

### Sequence analysis

The conserved protein domain of PlCYP5 was identified using the PROSITE (https://prosite.expasy.org/). Sequence multiple alignment was performed using the MUSCLE program of MEGA 7.0 with default parameters, and the alignment result was applied to generate a phylogenetic tree with 1000 bootstraps. For protein structure prediction, the amino acid sequences of proteins were submitted to I-TASSER server (https://zhanglab.ccmb.med.umich.edu/I-TASSER/), and the most reliable result was utilized.

### Fungal transformation

Transformation of *P. lilacinum* was performed based on the polyethylene glycol (PEG)-mediated protoplast transformation described previously with some modifications (44,45). Briefly, to produce protoplasts, 50 μl of a 1 × 10^5^ conidia/mL suspension of wildtype strains was inoculated into 100 ml tryptone-glucose medium (10 g/l tryptone, 10 g/l glucose) and shaken at 28°C. At 2 dpi (day post-inoculation), the mycelium was collected by filtering through three layers of lens paper and washing with 0.7 M NaCl to remove conidia and medium. The mycelium was then digested with 10 mg/ml lysing enzyme (Sigma, USA) and 1 mg/ml snailase (Solarbio, China) mixed solution at 120 rpm at 30°C for 4 h. The protoplasts were harvested by filtering through three layers of lens paper and washing with 0.7 M NaCl. After centrifugation at 5000 rpm at 4°C for 6 min, the protoplasts were suspended in STC solution (1.2 M sorbitol, 10 mM Tris–HCl (pH 7.5), 50 mM CaCl_2_) and adjusted to the concentration of 1 × 10^8^ protoplasts/ml.

For the transformation, 100 μl of protoplasts were mixed with 2–5 μg of DNA fragments, and TEC solution (10 mM Tris–HCl (pH 7.5), 1 mM ethylene diamine tetraacetic acid (EDTA), 50 mM CaCl_2_) was added up to 160 μl. The sample was gently mixed and incubated with ice for 20 min. 160 μl of 60% PEG 3350 dissolved in 0.12 M 4-morpholinepropanesulfonic acid was added dropwise and incubated at 28°C for 30 min. After incubation, 1 ml of STC was added and mixed gently. The mixture was centrifuged at 5000 rpm at 4°C for 6 min to recover the protoplasts, which were then suspended in 250 μl STC. Each 50 μl of protoplasts was spread on a PDA plate supplemented with 10 g/l molasses, 0.6 M/l sucrose, 0.3 g/l yeast extract, 0.3 g/l tryptone and 0.3 g/l casein peptone, and incubated at 28°C. After 24 h, the plates were overlaid with T-top medium containing 1.2 mg/ml G418 sulphate, and the transformants were selected 2–7 days later.

### Subcellular localization

All primers used in this study were listed in Supplementary Table S1. The promoter of *gpdP* gene, which was the homologous gene of *Aspergillus nidulans gpdA* in *P*. *lilacinum*, was amplified with the primer pairs PgpdP-F/PgpdP-R. The primer pairs, eGFP-F/eGFP-R and PlCYP-F/PlCYP5-R, were used to clone the enhanced green fluorescent protein (*eGFP*) and *PlCYP5* gene, respectively. Overlap extension PCR was conducted to fuse these three fragments with primer pairs PgpdP-F/PlCYP5-R, generating the PgpdP::*eGFP*::*PlCYP5* expression cassette. To observe the localization of truncated PlCYP5, PlCYP5-F/PlCYP5_1-331_-R and PlCYP5_332-478_-F/PlCYP5-R were used to amplify *PlCYP5_1-331_* and *PlCYP5_332-478_* fragments, respectively and fused using the same strategy. PgpdP::*eGFP* expression cassette was used as control. Transformants were screened on medium with 1.2 mg/ml G418 and further identified via PCR using the primer pairs, PgpdPJ-F/PlCYP5J-R. The blastospores and hyphae were visualized under a confocal laser scanning microscope.

### Gene knockout and complementation

Approximately 1.3 kb of upstream and downstream fragments of the *PlCYP5* gene was cloned with the primer pairs, PlCYP5L-F/PlCYP5L-R and PlCYP5R-F/PlCYP5R-R, respectively, which were named as *C5L* and *C5R*. The G418 resistance gene *NPTII* was split into two fragments, *NP* and *PT*, with 1.0 kb repetitive region and cloned with primer pairs, NP-F/NP-R and PT-F/PT-R. Overlap extension PCR was then conducted to generate the *C5LNP* and *PTC5R* fragments with primer pairs C5L-F/NP-R and PT-F/C5R-R, respectively. The *C5LNP* and *PTC5R* were co-transformed into wildtype protoplasts. Transformants were screened with 1.2 mg/ml G418. Gene replacement required four primer pairs for verification. C5LJ-F/NPJ-R and PTJ-F/C5RJ-R verified the upstream and downstream regions, respectively. NP-F/PT-R verified the *NPTII* gene, and PlCYP5J-F/PlCYP5J-R verified the target gene. The same strategy was used for the knockout of the *PlRPS15* gene.

### Biological phenotype experiments

To assess differences in growth, aliquots of 1.5 μl 1 × 10^5^ conidia/mL suspension of each strain were spotted on the center of CZA and PDA plates. All spotted plates were incubated at 28°C for 14 days, followed by measuring the diameter of each colony.

To assess the response of each strain to abiotic stress, the same spotted method was conducted. CZA plates were supplemented with the following chemicals: 1 M NaCl, 1 M KCl, 1.2 M sorbitol, 0.1% SDS, 0.15 mg/ml Congo red or 5 mM H_2_O_2_. After incubation at 28°C for 14 days, the diameter of each colony was measured.

The conidia production capacity of each strain was determined by spreading 100 μl of a 1 × 10^7^ conidia/ml suspension per CZA plate. After 14 days of dark culture at 28°C, three plugs (6 mm diameter) were bored from each plate using a puncher, and the conidia of the three plugs were released into 1 ml of 0.02% Tween 80 through vibration. The conidial concentration was quantified using a hemocytometer and converted to the number of conidia per cm^2^ plate culture. The blastospore production capacity of each strain was determined by inoculating two fresh plugs into 150 ml PDB. After shaking at 180 rpm for 5 days, the culture was filtered through three layers of lens paper. The blastospore concentration was quantified using a hemocytometer and converted to the number of blastospores per ml. All experiments were conducted in triplicates.

### RNA-seq and real-time quantitative PCR (RT-qPCR) analysis

For RNA-seq, 50 μl of 1 × 10^5^ conidia/ml suspensions of wildtype and Δ*PlCYP5* were inoculated into 100 ml PDB medium respectively, followed by shaken at 28°C to collect the mycelia at vegetative growth stage. Because Δ*PlCYP5* grew more slowly than wildtype, the mycelia of wildtype were collected at 2 dpi, while Δ*PlCYP5* were collected at 4 dpi. The mycelia were filtered through three layers of lens paper and washed with water to remove the medium. After removing excess water, the total RNA of the samples was extracted with RNAiso Plus kit (Takara, China). After RNA quality inspection, sequencing was conducted on an Illumina MiSeq sequencing system following the manufacturer's instructions. *P. lilacinum* 36–1 genome in the database (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/003/144/605/GCA_003144605.1_ASM314460v1) was used as a reference for mapping the reads using HISAT2 v2.0.1 to obtain reads count (46). The counts were normalized by HTSeq v0.6.1, and differentially expressed genes were identified using the edgeR package with the false discovery rate (FDR) < 0.05 and |log_2_(FoldChange)| ≥ 1. The Blast2GO program was used to get Gene ontology (GO) annotation.

The total RNA used for RNA-Seq was also employed to analyze the expression levels of the target genes by RT-qPCR. The RNA samples were treated with the DNA-free™ DNA Removal Kit (Invitrogen™, USA) to remove DNA, and then the RNA was used to generate the first strand of cDNA with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, USA). Gene expression abundance was analyzed using the Bio-Rad CFX96 Real-Time System and SsoFastTMEvaGreen Supermix (Bio-Rad, Hercules, CA, USA). The fold change of gene expression was calculated in comparison with the control by the 2^−ΔΔCt^ method.

### Protein interaction assays

For the Y2H assay, plasmid pGBKT7 (BD) expressing bait protein and plasmid pGADT7 (AD) expressing prey protein were co-transformed into the yeast strain Y2H GOLD (Clonetech, China). Transformants were screened by SD/-Trp-Leu and validated by PCR using general primers of BD and AD. The interactions were assessed by spotting transformants in 10-fold dilution onto SD/-Trp-Leu supplemented with X-α-galactosidase (X-α-gal) and Aureobasidin A (AbA) and SD/-Trp-Leu-His-Ade supplemented with X-α-gal and AbA, followed by incubation for 3 days at 30°C.

To analyze the interactions between PlCYP5 and PlRPS15 *in vivo*, Co-immunoprecipitation (Co-IP) was performed as follows. GFP-PlCYP5 and myc-PlRPS15 were co-expressed in *P. lilacinum* wildtype. The fresh mycelium was collected and ground into powder in liquid nitrogen. Total protein was isolated by adding RIPA lysis buffer (Beyotime, China) supplemented with 1 mM phenylmethanesulfonyl fluoride (PMSF) and 1% proteinase inhibitor cocktail (Sigma, USA) and then centrifuged at 13 000 rpm at 4°C for 30 min to remove cell debris. The protein extract was subjected to IP assay using anti-GFP affinity sepharose (Dia-an, China). After incubating at 4°C for 8 h, the sepharose was washed three times with RIPA lysis buffer. The bound proteins were eluted by boiling for 5 min in protein loading buffer and subjected to immunoblot with c-myc antibody (Proteintech, USA). GFP co-expressed with myc-PlRPS15 in wildtype was used as control.

To validate the direct interactions between PlCYP5 and PlRPS15, or between truncated PlCYP5 and PlRPS15, the open reading frame of *PlCYP5* or its truncations was cloned into plasmid pGEX-6P-1 containing a GST tag. Then the plasmid was transformed into *E. coli* Rosetta (DE3). Cells were grown in 50 ml of LB medium and protein expression was induced at an OD_600_ of 0.6–0.8 by the addition of isopropyl-beta-d-thiogalactoside to a final concentration of 0.2 mM. After cultured at 16°C overnight, cells were suspended in 5 ml PBS supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF) and lysed ultrasonically. Recombinant GST-PlCYP5 (or truncated PlCYP5) was immobilized on Glutathione Sepharose (GE healthcare, USA), and incubated with *E. coli* lysates containing 6 × *His*-PlRPS15 at 4°C for 2 h. After washed three times with PBS, the bound proteins were eluted with elution buffer (10 mM reduced glutathione, 50 mM Tris–HCl pH 8.0). The eluted proteins were separated by SDS-PAGE and subjected to western blotting using an antibody against 6 × *His* (Proteintech, USA). GST protein incubated with *E. coli* lysates containing 6 × *His*-PlRPS15 was used as a control.

### Polysome profile analysis

Polysome profile analysis of *P. lilacinum* was carried out referring to the method used in the yeast (47). Briefly, 100 μl of a 1 × 10^5^ conidia/ml suspension of each strain was inoculated into 500 ml PDB and cultured to the vegetative growth stage. Then, cycloheximide (CHX) was added into the culture to a final concentration of 500 μg/ml, and the mixture was continuously incubated for another 30 min. Mycelium was collected by filtering through three layers of lens paper and washed with CH buffer (10 mM Tris–HCl, pH 7.5, 100 mM NaCl, 30 mM MgCl_2_, 6 mM β-mercaptoethanol, and 500 μg/ml CHX). Cell extracts were prepared by grinding mycelium with liquid nitrogen and dissolved in CH buffer at 4°C. Then, 6 *A*_260_ units of the cell extracts were loaded onto linear 7–47% sucrose gradients prepared by CH buffer. After 2.5 h of centrifugation at 35000 rpm in a P40ST rotor (Hitachi), gradient fractions were collected and monitored at 254 nm.

### Nascent synthesized protein analysis

Nascent protein synthesis was measured by Click-iT^®^ protein reaction system (Thermo Fisher, USA) according to the manufacturer's protocol. Briefly, the blastospores of each strain were produced as described above to a concentration of 1 × 10^7^ blastospores/ml and recovered in methionine-free Czapek-Dox liquid medium at 28°C for 1 h to deplete the methionine reserves. To provide a reference, a final concentration of 500 ug/ml CHX was added to the medium before recovering. Blastospores were then collected by centrifuge and subjected to the Click reaction. The nascent protein level was assessed by determining signal intensity using a fluorescence microplate reader. The experiment was repeated three times.

### Northern blot

Total RNA of *P*. *lilacinum* was prepared by the standard method using TRIzol reagent (Takara, China). The appropriate amount of total RNAs was separated on 1.2% formaldehyde denaturing agarose gel. RNAs were then transferred onto nylon membranes and then cross-linked to the membrane by UV. Hybridization was performed overnight at 50°C using the following labelled DNA probes (GE Healthcare): 18S (5′-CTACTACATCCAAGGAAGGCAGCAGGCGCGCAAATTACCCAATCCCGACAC-3′), 28S (5′-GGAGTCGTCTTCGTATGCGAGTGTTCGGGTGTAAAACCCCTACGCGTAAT-3′), 5′-ETS (5′-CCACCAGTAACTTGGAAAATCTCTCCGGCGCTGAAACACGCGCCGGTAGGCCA-3′) and ITS1 (5′-CGAGTTATACAACTCCCAAACCCACTGTGA ACCTTACCTCAGTTGCCTCGG-3′). The membranes were washed three times for 10 min at 50°C in wash buffer (GE Healthcare), and signals were detected using ChemiDoc Touch Imaging System (Bio-rad, USA).

### PPIase assay

PPIase assay was performed as previously described using the tetrapeptide substrate Suc-AAPF-pNA (*N*-succinyl-Ala-Leu-Pro-Phe p-nitroanilide, Sigma) (33), with the following modifications: The activity assay mixture consists of 215 μl 50 mM HEPES buffer (containing 100 mM NaCl), 25 μl 10 mg/ml α-chymotrypsin and 5 μl appropriate PPIase protein. The assay was initiated by adding 5 μl of Suc-AAPF-pNA solution to a volume of 250 μl. Absorbance at 390 nm was recorded every 3 s for a duration of 5 min. The experiment was repeated four times.

### Protein aggregation assay

To test the function of PlCYP5 against PlRPS15 aggregation *in vivo*, the sequences of *PlCYP5* gene without the CR (*PlCYP5_1-993_*) and *PlRPS15* gene were cloned into plasmid pETDuet-1 together and then co-expressed in the *E. coli* strain Rosetta (DE3). After induction with 0.2 mM IPTG in 20 mL LB as described above, cells were suspended in 2 mL PBS supplemented with 1 mM PMSF and lysed ultrasonically for 5 min. To separate supernatant and pellet, the cell lysate was centrifuged at 13 000 rpm at 4°C for 10 min, and the pellet was resuspended in 2 mL PBS. All samples were separated by SDS-PAGE and analyzed by Coomassie Blue staining. *E. coli* strains expressing *PlCYP5_1-993_* and *PlRPS15* alone were used as control.

### Statistical analysis

The statistical significance of differences was examined using the two-way ANOVA analysis, followed by Bonferroni's post-test. Data were presented as the mean ± standard deviation (SD) and the corresponding *p-value* was indicated in the figure legends.

## RESULTS

### PlCYP5 is a nuclear RRM-containing CYP

Two characteristic sequences in PlCYP5 were identified by functional domain analysis; 1–172 amino acids (aa) formed the cyclophilin-like domain (CLD) and 249–331 aa comprised the RNA recognition motif (RRM) (Figure 1A). Hence, we defined the 173–248 aa with no functional annotation as the interval region (IR), and the charged amino acid-enriched region after RRM as the charged region (CR) (Figure 1A). The CLD and RRM of PlCYP5 are highly conserved among its homologous proteins, while the IR and CR are poorly conserved (Figure 1A, Supplementary Figure S1). Phylogenetic analysis showed that PlCYP5 was clustered together with its homologs from the Hypocreales fungi, suggesting that they have a similar function (Figure 1B).

**Figure 1.**
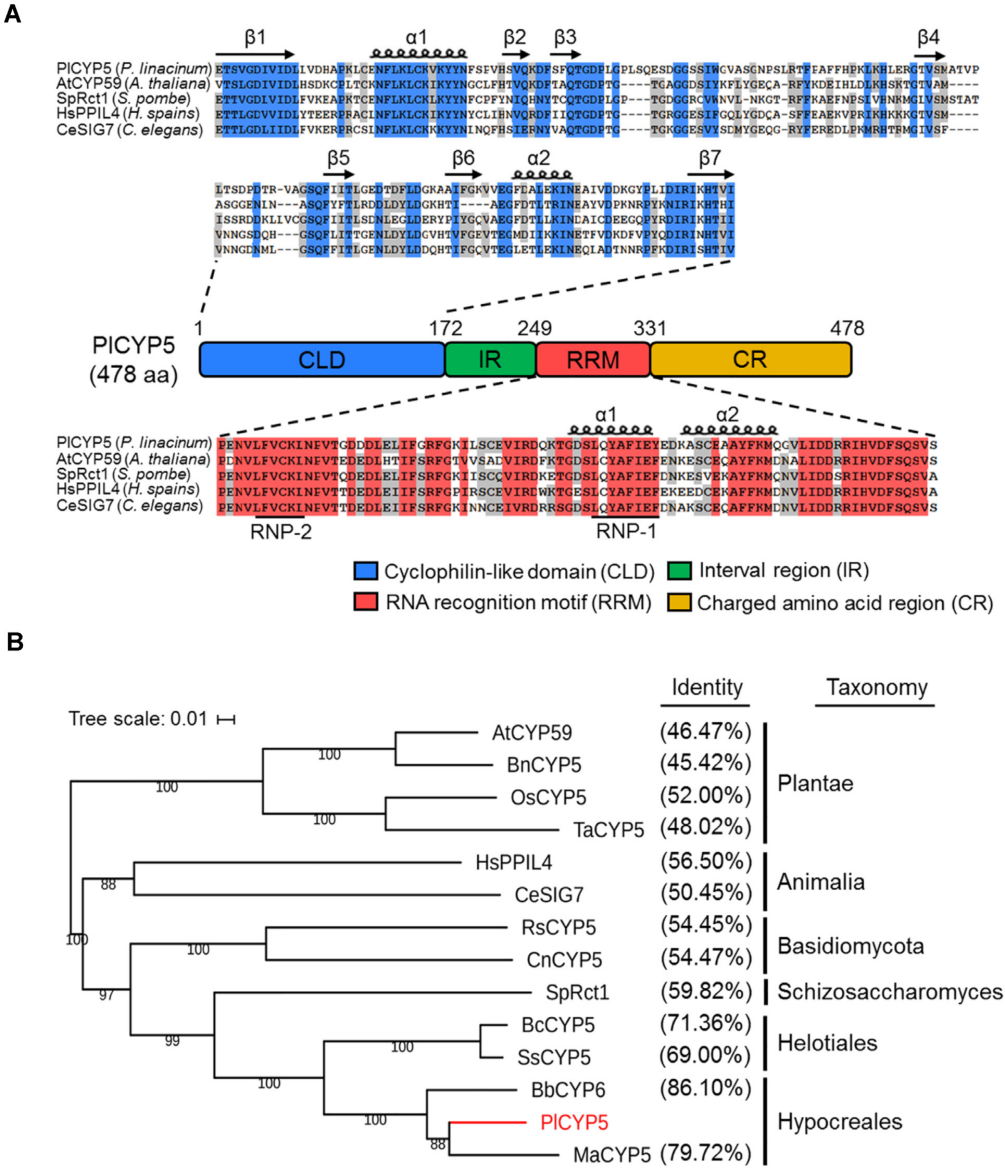
PlCYP5 is a conserved RRM-containing CYP. (**A**) Multiple sequence alignment of the CLD and RRM domains of the RRM-containing CYPs in different species. Amino acids with different colored background indicate different conservation. The secondary structures were displayed above the sequences. β indicates the β fold, and α indicates the α helix. (**B**) Phylogenetic analysis of PlCYP5 with its homologs in different species. Sequence identity between PlCYP5 and its homologs was obtained by Blastp comparison and showed behind each label. At: *Arabidopsis thaliana*, Bn: *Brassica napus*, Os: *Oryza sativa*, Ta: *Triticum aestivum*, Hs: *Homo sapiens*, Ce: *Caenorhabditis elegans*, Rs: *Rhizoctonia solani*, Cn: *Crytococcus neoformans*, Sp: *Schizosaccharomyces pombe*, Bc: *Botrytis cinerea*, Ss: *Sclerotinia sclerotiorum*, Bb: *Beauveria bassiana*, Pl: *Purpureocillium lilacinum*, Ma: *Metarhizium anisopliae*.

In the previous study, we demonstrated that PlCYP5 localized in the nucleus when transiently expressed as enhanced green fluorescent protein (eGFP)::PlCYP5 fusion protein in *Nicotiana benthamiana* (41). The nuclear localization of PlCYP5 was further confirmed by expressing the full length of PlCYP5 fused with eGFP in the hyphae of *P. lilacinum* (Figure 2B). PlCYP5 harbored two nuclear localization signals (NLSs) at the C-terminal (Figure 2A). Deletion of CR containing the NLSs (PlCYP5_1-331_) prevented PlCYP5 from entering the nucleus, while CR (PlCYP5_332-478_) alone localized in the nucleus, pointing to the importance of the NLSs for PlCYP5 nuclear localization (Figure 2B).

**Figure 2.**
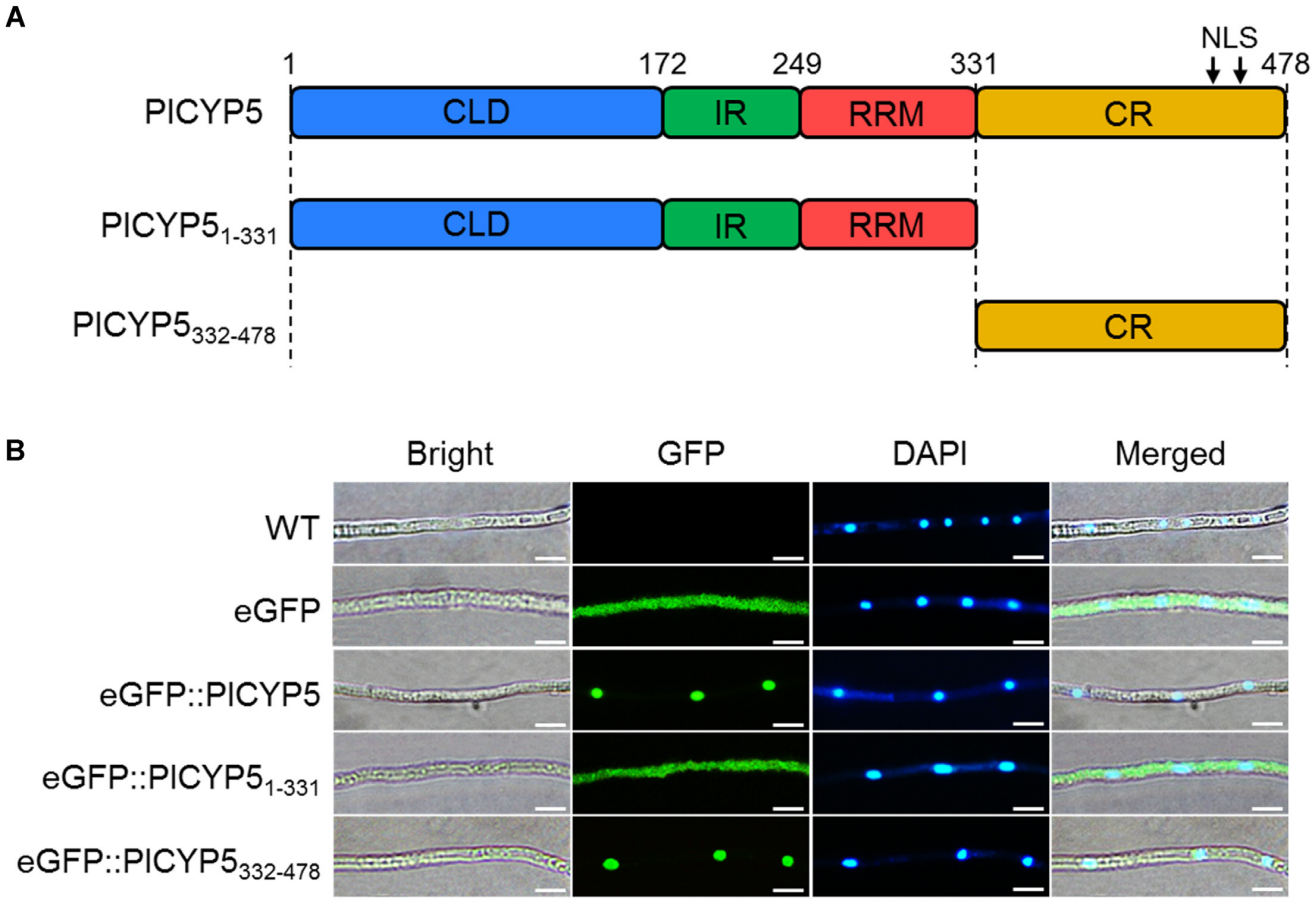
PlCYP5 is located in the nucleus. (**A**) Schematic diagram of PlCYP5 truncation. (**B**) Subcellular localization of PlCYP5 and its truncation in the hyphae of *P*. *lilacinum*. Fresh hyphae of wildtype and transformants were collected and visualized under a confocal microscope. 4’,6-diamidino-2-phenylindole (DAPI) was used to stain the nucleus. Scale bar = 10 μm.

### PlCYP5 is involved in the growth, development, and virulence of *P. lilacinum*

To explore the function of *PlCYP5*, the gene deletion (Δ*PlCYP5*) and complementary (Δ*PlCYP5::PlCYP5*) strains were obtained through homologous recombination and verified via Southern blotting (Supplementary Figure S2). The Δ*PlCYP5* strain showed a significantly attenuated growth on the potato dextrose agar (PDA) and Czapek-Dox agar (CZA) plates (Figure 3A and B). When cultured on the water agar plates, Δ*PlCYP5* displayed thinner hyphal tips and hyperbranching compared with the wildtype and Δ*PlCYP5*::*PlCYP5* (Figure 3A). The conidia and blastospore production of Δ*PlCYP5* was significantly decreased compared with those of the wildtype and Δ*PlCYP5*::*PlCYP5* (Figure 3C and D). Moreover, the Δ*PlCYP5* strain had an increased sensitivity to abiotic stresses (Supplementary Figure S3).

**Figure 3.**
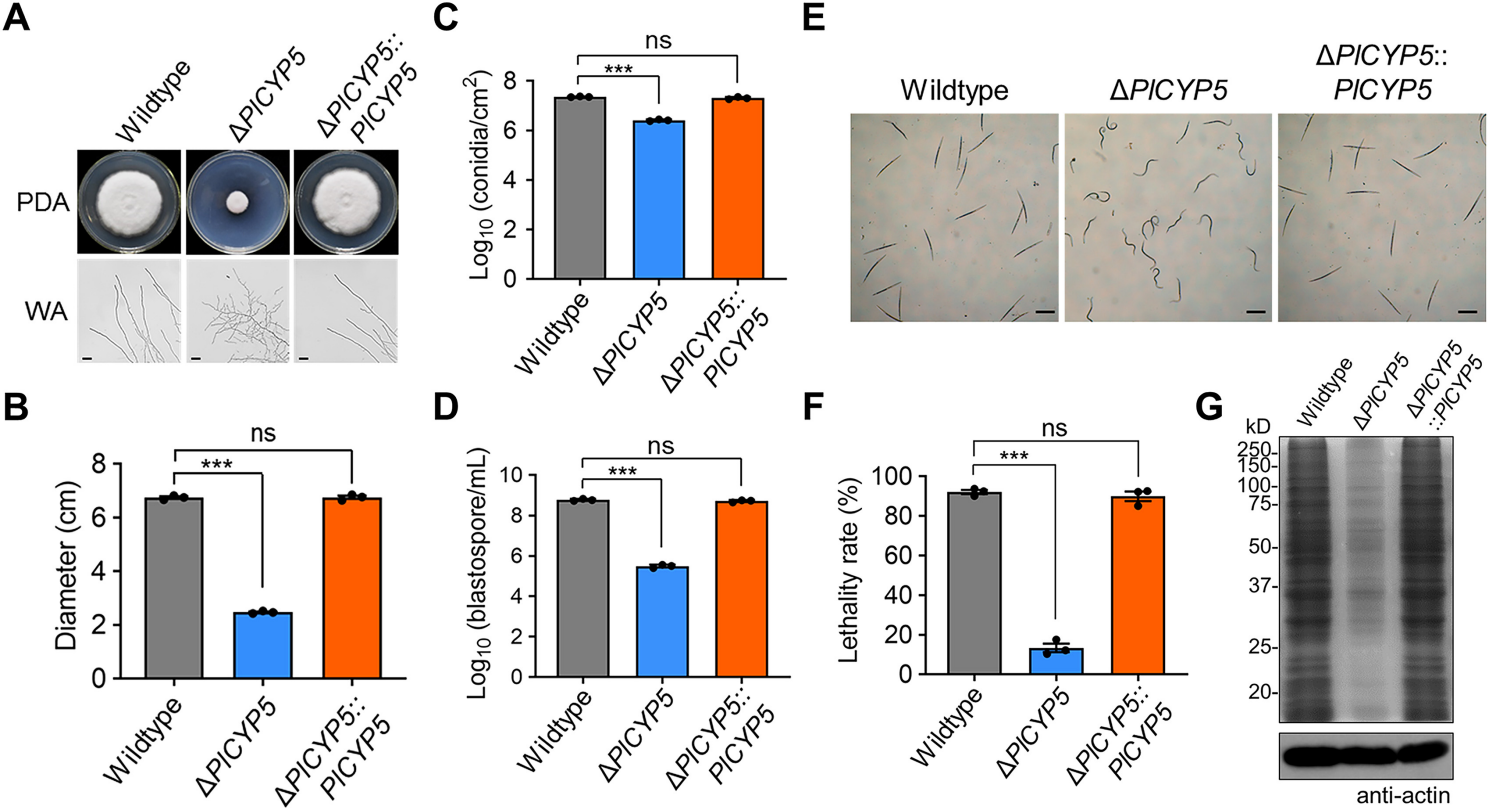
Δ*PlCYP5* shows defects in growth, development, and virulence. (**A**) Images of growth morphology of wildtype, Δ*PlCYP5*, and Δ*PlCYP5*::*PlCYP5* strains. Colony growth of each strain was observed after 14 days of culture on potato dextrose agar (PDA) plates. Hyphae tips were observed after 4 days of culture on water agar (WA) plates. Scale bar = 50 μm. (**B**) Colony diameters of wildtype, Δ*PlCYP5* and Δ*PlCYP5*::*PlCYP5* strains after 14 days of culture on PDA plates. (**C**, **D**) Conidia (C) and blastospores (D) yields of the wildtype, Δ*PlCYP5*, and Δ*PlCYP5*::*PlCYP5* strains. (**E**) Images of nematode survival in the fermentation of wildtype, Δ*PlCYP5* and Δ*PlCYP5*::*PlCYP5* strains. Fermentations of strains at the same biomass were collected by centrifuge, followed by filtering through 0.22 μm membrane. About 100 second juveniles of *Meloidogyne incognita* were inoculated into the fermentation of each strain and incubated for 3 days. Scale bar = 200 μm. (**F**) The lethality rate of fermentations of wildtype, Δ*PlCYP5* and Δ*PlCYP5*::*PlCYP5* strains to nematodes. (**G**) SDS-PAGE separation of total proteins in the fermentation of wildtype, Δ*PlCYP5* and Δ*PlCYP5*::*PlCYP5* strains. All the cultured mycelia of each strain were collected to extract proteins, and then one-third of the protein extracts were used to hybridize with actin antibody. The error bars indicate the SD of three replicates. *** denotes *P* < 0.001.

As a nematode bio-control fungus, the nematocidal activity of wildtype and mutant strains was also investigated. To exclude the effect of growth differences between strains on fermentation, we determined the time point for each strain reaching the same biomass, and then collected their fermentations with equal biomass. After incubation of the second juveniles of the nematode *Meloidogyne incognita* with fungal fermentation for 72 h, more than 90% of the second juveniles with the fermentation of wildtype and Δ*PlCYP5*::*PlCYP5* were dead, while Δ*PlCYP5* fermentation showed significantly weak activity (Figure 3E and F). We further compared the total protein content in the fermentation of those strains and found that the amount of proteins in Δ*PlCYP5* fermentation was significantly less than that of the wildtype and Δ*PlCYP5*::*PlCYP5* (Figure 3G).

To determine the functional domain of PlCYP5, we divided PlCYP5 into four segments, including CLD, IR, RRM and CR, based on the domain analysis (Figure 1A). To ensure that each fragment localizes in the nucleus as the full length PlCYP5, the CLD, IR and RRM were fused with CR containing the NLSs (Supplementary Figure S4A). Each fused fragment was expressed in Δ*PlCYP5* strain. Intriguingly, the growth defect caused by *PlCYP5* gene deletion could be rescued by none of the fused fragments (Supplementary Figure S4B), suggesting that each part of *PlCYP5* was indispensable for its function.

### Differentially expressed genes in Δ*PlCYP5* were enriched in ribosome biogenesis

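Purpureocillium lilacinum is a filamentous fungus, and ΔPlCYP5 is the strain in which the gene of the cyclophilin PlCYP5 was deleted. The transcriptome data were obtained from 3 wildtype and 3 ΔPlCYP5 samples, each from mycelia shaken in PDB medium at 28°C. The wildtype was collected at 2 dpi and ΔPlCYP5 at 4 dpi, which the paper explains by the slower growth of the mutant, so that strain and culture age differed together in all 6 samples. According to the paper, the reads were mapped with HISAT2 to a P. lilacinum genome, the counts were normalized with HTSeq, and differentially expressed genes were identified with edgeR. The table that the authors deposited holds normalized values, and no read counts were used here. It lists 11459 rows, and the values of each sample sum to 1000000 within rounding, as TPM values do. TPM, a measure of transcript abundance, is the number of reads on a gene divided by the length of the gene and scaled to the same sum in every sample, so a gene can gain TPM because other genes lose it. The total number of reads per sample cannot be read from such values. Low values would fall into steps if whole reads were counted, and the worth of 1 read was estimated from their lowest cluster. With the gene lengths of the RefSeq annotation of another P. lilacinum strain, 1 read on a gene of 1000 nt was worth an estimated 0.0347 to 0.0371 TPM in the wildtype samples (median 0.0369). In the ΔPlCYP5 samples, the estimate was 0.0372 to 0.0431 TPM (median 0.0419). The median gene of a sample had 10.6 to 13.4 TPM in the wildtype (median 12.2) and 15.2 to 15.9 TPM in ΔPlCYP5 (median 15.5). The TPM values were compared between the strains with limma after the transformation log2(TPM + 1), for the 9113 genes with at least 1 TPM in at least 3 of the 6 samples. Fold changes are therefore on the log2(TPM + 1) scale, which understates the changes of low genes. A gene was called differentially expressed at the thresholds given in the paper, a false discovery rate below 0.05 and a log2 fold change of at least 1 in either direction, with Benjamini-Hochberg adjustment. No row of the table could be matched to PlCYP5, and the expression of the deleted gene in each sample, which would check the strain labels, was not analysed here.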

For an in-depth understanding of the biological function of *PlCYP5*, transcriptome analysis of wildtype and Δ*PlCYP5* strains was performed. A total of 2117 differentially expressed genes were identified in Δ*PlCYP5* compared with the wildtype. Of these, 1404 genes were upregulated, while 713 genes were downregulated in Δ*PlCYP5* (Supplementary Figure S5). 

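In the deposited TPM values, 1457 of the 9113 genes tested were differentially expressed between ΔPlCYP5 and the wildtype in the limma fit, of which 1090 were upregulated and 367 were downregulated in ΔPlCYP5. Without the fold change threshold, 4868 genes passed the false discovery rate of 0.05, which was the alternative that moved the count most. The 3 ΔPlCYP5 samples all lay on the same side of the 3 wildtype samples, in the direction of the call, for 1453 of the 1457 called genes. Such a complete separation was found for 62.2% of all genes tested, where chance gives 10%. The upregulated genes had a median log2 fold change of 1.44 and the downregulated genes of -1.29. The split between the directions depended on how the samples were scaled. In the deposited values, the median gene was higher in ΔPlCYP5 by 0.17 on the log2 scale, and 74.8% of the called genes were upregulated. This shift of the median gene was 0.09 without wildtype replicate 1 and 0.23 without wildtype replicate 2. With each sample scaled by the median of its ratios to the average sample, the median gene changed by -0.005, and 833 genes were upregulated and 532 downregulated, a share of 61% upregulated. Of the 1457 genes, 1200 were also called with that scaling. With each sample left out in turn, the number of differentially expressed genes stayed between 1362 and 1626.

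**Figure D1:**
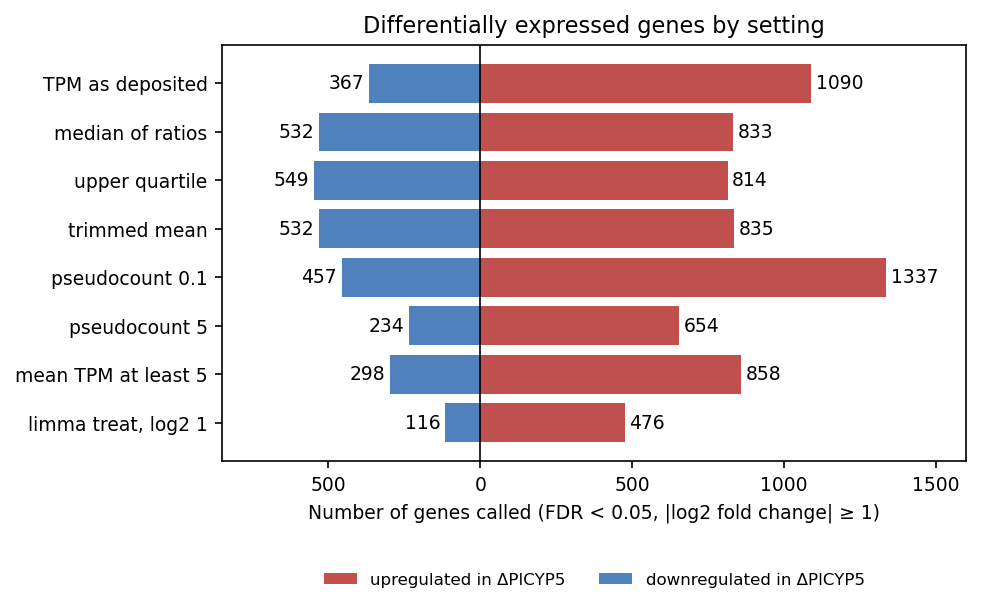
Numbers of genes upregulated (red, to the right) and downregulated (blue, to the left) in ΔPlCYP5 under 8 settings, with the number of genes on the x axis; the top bar is the deposited TPM, the next 3 are other scalings, and the rest change the pseudocount, the filter or the test, the last testing against a log2 fold change of 1. The 3 other scalings give 814 to 835 upregulated and 532 to 549 downregulated genes, against 1090 and 367 with the deposited TPM.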

Gene ontology (GO) enrichment showed that the upregulated genes had functions associated with ribosome biogenesis, including rRNA metabolic process, rRNA processing, ribonucleoprotein complex biogenesis, and ribosomal small subunit biogenesis (Figure 4A). Consistent with the GO enrichment analysis, genes encoding ribosomal assembly factors, including *PlNop58*, *Plmpp10*, *PlUtp7* and *PlEnp1*, were upregulated in Δ*PlCYP5* (Figure 4B). These were verified by RT-qPCR (Figure 4C). The carbohydrate metabolic process was also enriched and had the largest number of genes (Figure 4A), possibly because ribosome biogenesis was a major energy consuming process (48). The downregulated genes were enriched in translation and various metabolic and biosynthetic processes (Figure 4D). Interestingly, although the genes of ribosomal assembly were upregulated, the RP genes of both 60S and 40S were significantly downregulated (Figure 4E and F), which implied that the ribosomes in mutant cells were impaired. Therefore, we presumed that PlCYP5 plays a role in ribosome biogenesis.

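The identifiers of the expression table carry no gene names, and a name could be given to a row only for proteins whose accessions are listed in Supplementary Table S2. Among these were 4 RPs of the small subunit, RPS7, RPS12, RPS15 and RPS19, while the RPs of 60S and the other RPs of 40S were not analysed here. The expression of PlRPS15 (VFPFJ_05183) was 2271 ± 114 TPM (SD, n = 3) in the wildtype and 1285 ± 62.5 TPM (SD, n = 3) in ΔPlCYP5, a log2 fold change of -0.82 (standard error 0.059, limma adjusted p = 4.37e-06). PlRPS12 (VFPFJ_05588) fell from 1732 ± 120.3 TPM to 828 ± 68.95 TPM (SD, n = 3 each), a log2 fold change of -1.06 with a standard error of 0.077 (limma adjusted p = 4.37e-06). For PlRPS19 (VFPFJ_04631), 1148 ± 48.7 TPM were measured in the wildtype and 572 ± 44.3 TPM in ΔPlCYP5 (SD, n = 3 each), and the log2 fold change was -1.005 (standard error 0.070, limma adjusted p = 3.56e-06). RPS7 (VFPFJ_05923) had 1219 ± 21.2 TPM in the wildtype and 601 ± 7.03 TPM in ΔPlCYP5 (SD, n = 3 each), a log2 fold change of -1.02 (standard error 0.050, limma adjusted p = 4.32e-07). In each of the 4 genes, every ΔPlCYP5 sample was lower than every wildtype sample. An exact permutation test of 3 samples against 3 cannot give a p below 0.1. At a false discovery rate of 0.05, all 4 genes passed, whether adjusted over all genes tested or adjusted over the list alone. With the fold change threshold added, 3 of the 4 were called downregulated, and PlRPS15 was not. All 4 lie close to that threshold. Relative to the median gene, which was higher in ΔPlCYP5, the log2 fold change was -0.99 for PlRPS15, -1.24 for PlRPS12, -1.18 for PlRPS19 and -1.19 for RPS7, and with median-of-ratios scaling PlRPS15 was called as well, at -1.02. With each sample left out in turn, the change of PlRPS15 relative to the median gene lay between -1.03 and -0.96. PlRPS19 lost its call without wildtype replicate 2 (-0.99), without wildtype replicate 3 (-0.98) and without ΔPlCYP5 replicate 1 (-0.94). From the lower expression of the RP genes beside the higher expression of the assembly factor genes, the paper reasons that the ribosomes in the mutant cells were impaired, and it presumes from this a role of PlCYP5 in ribosome biogenesis. Since the wildtype was collected at 2 dpi and ΔPlCYP5 at 4 dpi, these samples cannot tell whether the lower RP expression came from the deletion or from the culture age.

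**Figure D2:**
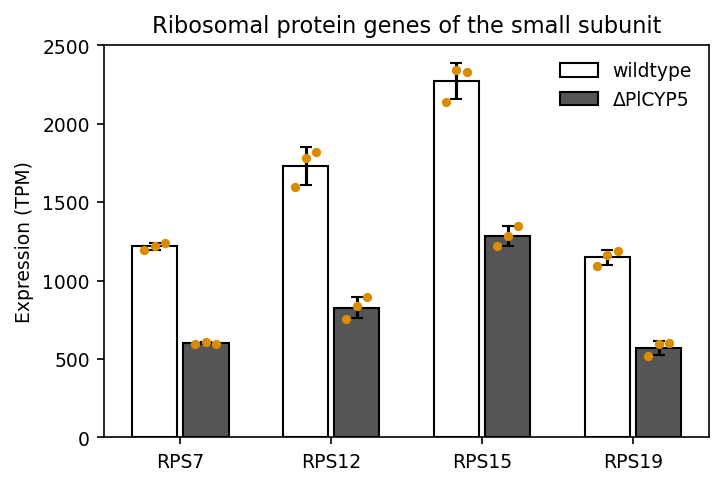
Expression in TPM (y axis) of 4 RP genes of the small subunit (x axis) in the wildtype (white bars) and ΔPlCYP5 (grey bars); bars are means of 3 samples, error bars are SD and points are single samples. PlRPS15 had 2271 TPM in the wildtype and 1285 TPM in ΔPlCYP5, and in each gene the points of the strains do not overlap.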

**Figure 4.**
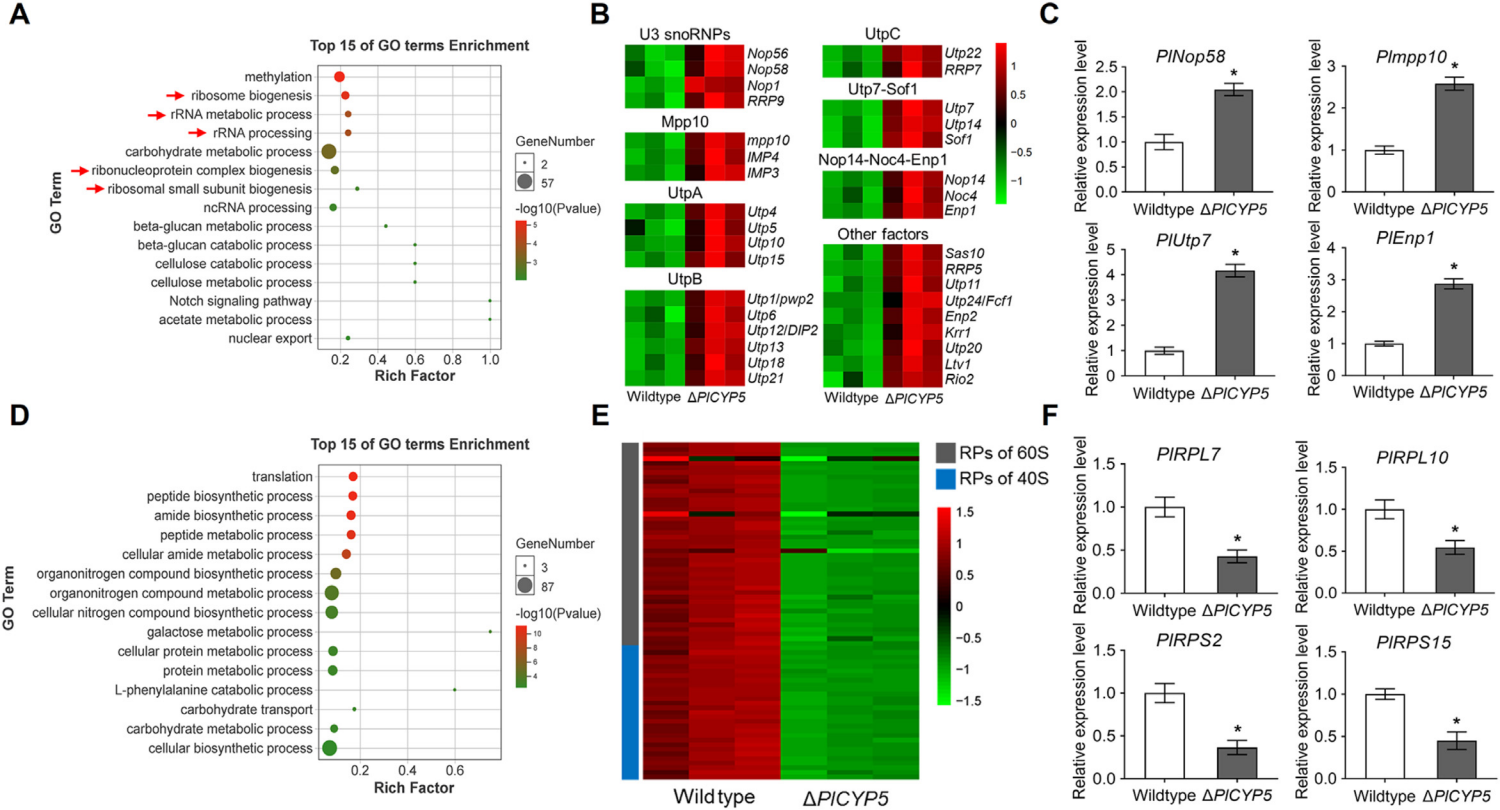
Genes related to ribosome biogenesis were up-regulated in Δ*PlCYP5* strain. (**A**) GO enrichment in the biological process of up-regulated genes in Δ*PlCYP5*. Red arrows indicate the biological processes related to ribosome biogenesis. (**B**) Gene expression of ribosome biogenesis factors in transcriptome data. (**C**) RT-qPCR verification of the selected ribosome biogenesis factor genes. (**D**) GO enrichment in the biological process of down-regulated genes in Δ*PlCYP5*. (**E**) Gene expression of ribosomal proteins in transcriptome data. (**F**) RT-qPCR verification of selected ribosomal protein genes. The error bars indicate the SD of three replicates. * denotes *P* < 0.05.

### PlCYP5 physically interacted with unassembled PlRPS15

To explore the molecular mechanism in which PlCYP5 plays a role, a pull-down assay coupled with LC/MS was applied to identify PlCYP5-interacting proteins. A total of 79 proteins were identified, of which 54 were predicted to be localized in the nucleus or shuttled between the cytoplasm and the nucleus (Supplementary Table S2). GO enrichment analysis of these interacting candidates disclosed the possible functions of PlCYP5 in protein binding, nucleic acid binding, and transcription regulation (Supplementary Figure S6). Among these candidates, several proteins were RPs of the small subunit, including RPS12 (eS12), RPS15 (uS19) and RPS19 (eS19) (Supplementary Table S2). As the transcriptome analysis suggests the role of PlCYP5 in ribosome biogenesis, we further investigated its interaction with these RPs. In yeast two-hybrid (Y2H) assay, we found that PlCYP5 interacted with PlRPS15 (Figure 5A). The interaction was further validated by *in vitro* pull-down assay and *in vivo* co-immunoprecipitation (Figure 5B and C). In contrast, PlCYP7, another nuclear CYP in *P. lilacinum* (41), did not interact with PlRPS15 (Figure 5A). In addition, PlCYP5 did not interact with PlRPS12 and PlRPS19 (Figure 5A). This indicated that PlCYP5 specifically bound to PlRPS15. To explore which parts of PlCYP5 contribute to the interaction, the CLD, IR, RRM, and CR of PlCYP5 were subjected to interaction assays with PlRPS15. The results of Y2H and pull-down assays showed that the CLD and IR interacted with PlRPS15, while the RRM and CR did not (Figure 5D and E).

**Figure 5.**
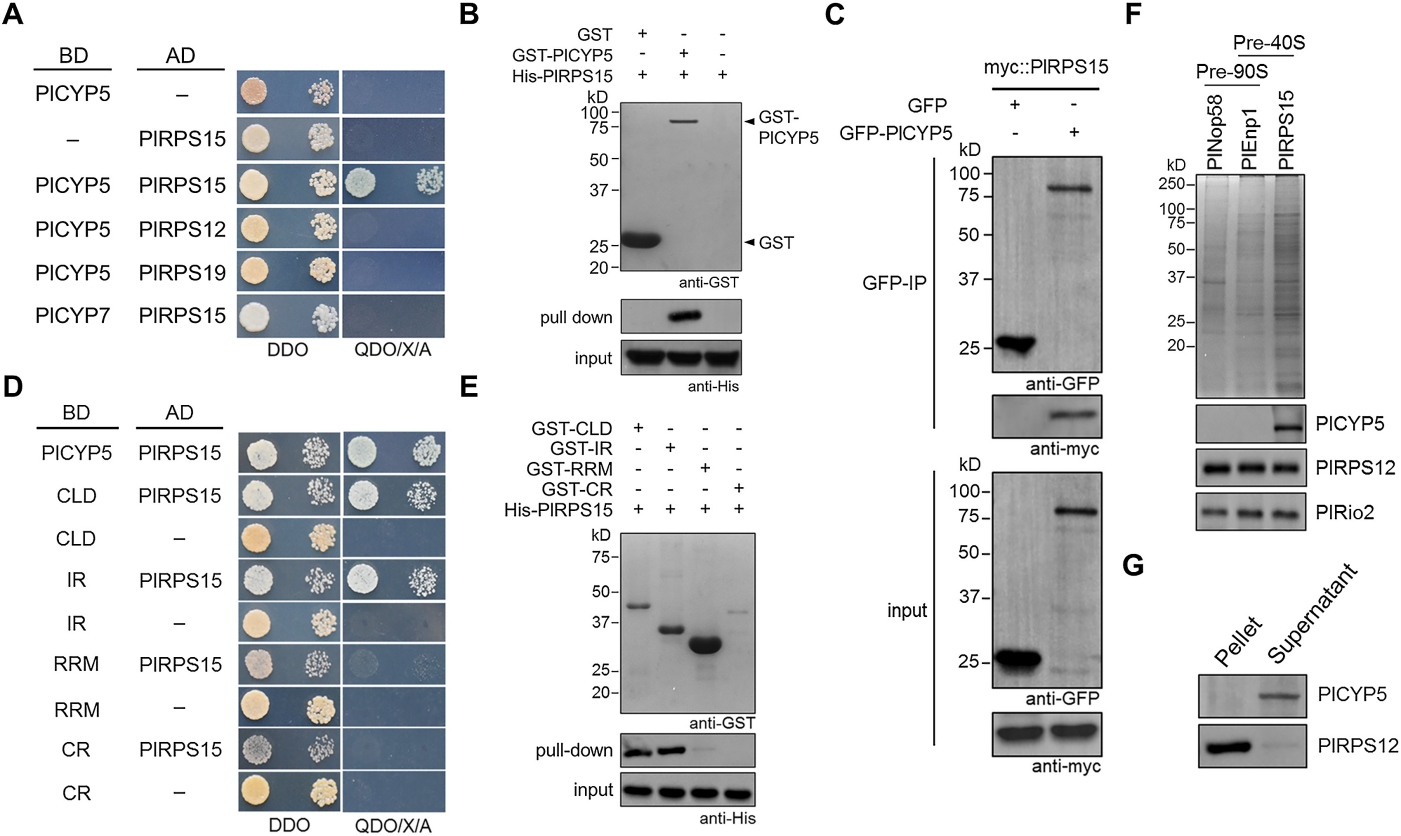
PlCYP5 directly binds to unassembled PlRPS15. (**A**) Y2H interaction between PlCYP5 and PlRPS15. The specific interaction of PlCYP5 and PlRPS15 was demonstrated by negative interactions of PlCYP5 with other RPs (PlRPS12 and PlRPS19) and PlCYP7 with PlRPS15. DDO: SD/-Trp-Leu. QDO/X/A: SD/-Trp-Leu-His-Ade supplemented with X-α-gal and aureobasidin A (AbA). (**B**) GST pull-down assay between PlCYP5 and PlRPS15. The GST tagged PlCYP5 was expressed in *E*. *coli* and purified via Glutathione Sepharose. Proteins were separated by SDS-PAGE, followed by western blot analysis using GST or 6 × *His* antibodies. The bands highlighted by black arrowheads correspond to the GST and GST-PlCYP5 proteins used as baits. (**C**) Co-immunoprecipitation (Co-IP) analysis of PlCYP5 and PlRPS15. The eGFP::PlCYP5 and myc::PlRPS15 were co-expressed in *P*. *lilacinum*. The protein extract was purified via anti-GFP affinity sepharose and separated by SDS-PAGE, following by western blot analysis using GFP and c-myc antibodies. (**D**) Y2H interaction between truncated PlCYP5 and PlRPS15. PlCYP5 was divided into four truncations, including the CLD, IR, RRM, and RS based on protein domain analysis. (**E**) GST pull-down assay between truncated PlCYP5 and PlRPS15. (**F**) PlCYP5 is not associated with pre-ribosome. 3 × *flag*-tagged PlNop58 and PlEnp1 were expressed and purified via anti-*flag* affinity sepharose, respectively. Proteins were separated by SDS-PAGE and performed coomassie blue staining or analyzed by western blot to detect the presence of PlCYP5, PlRPS12 and PlRio2. (**G**) PlCYP5 does not bind to ribosome. Non-ribosomal and ribosome-bound proteins were separated by ultracentrifugal sedimentation. Pellet and supernatant were separated by SDS-PAGE, and analyzed by western blot analysis to detect the presence of PlCYP5 and PlRPS12.

Since the newly synthesized RPS15 is incorporated into pre-ribosome during ribosome biogenesis, we investigated whether PlCYP5 binds to PlRPS15 in the pre-ribosome complex or to unassembled PlRPS15. For this purpose, 3 × *flag*-PlNop58, 3 × *flag*-PlEnp1 and 3 × *flag*-PlRPS15 were individually expressed in *P. lilacinum* and purified via *flag* affinity sephorose. We found that all proteins were co-purified with the PlRPS12 and another ribosomal assembly factor, PlRio2 (Figure 5F), indicating that these three proteins from the fungus bound to pre-ribosome as their homologs in *S. cerevisiae*. However, PlCYP5 was co-purified only with PlRPS15 but not with PlNop58 and PlEnp1 (Figure 5F). Moreover, PlCYP5 was present in the non-ribosomal supernatant than in the ribosome precipitation after sucrose ultracentrifugal sedimentation of cell extracts (Figure 5G). These results demonstrated that PlCYP5 was not associated with pre-ribosome but bound to unassembled PlRPS15.

### Disruption of *PlRPS15* phenocopied the *PlCYP5* mutant

Due to the interaction of PlCYP5 with PlRPS15, we suspected that Δ*PlRPS15* phenocopies Δ*PlCYP5*. To validate this, we attempted to knockout the *PlRPS15* gene. Although we generated transformants in which expression of the *PlRPS15* gene was significantly decreased compared with that of the wildtype, we failed to obtain a complete knockout strain via conidia purification, implying that *PlRPS15* deletion leads to lethality. Nevertheless, we found that the expression of *PlCYP5* was also significantly decreased in the gene knockdown strain (Δ*PlRPS15_i*), and the Δ*PlRPS15_i* strain exhibited aberrant growth and development similar to that of the Δ*PlCYP5* strain (Supplementary Figure S7).

We then tested whether a high expression level of the *PlRPS15* gene suppressed the growth defect phenotype of Δ*PlCYP5*. We found that overexpression of the *PlRPS15* gene under a strong promoter (Δ*PlCYP5*::*PlRPS15*) partially rescued the growth defect of Δ*PlCYP5* (Figure 6A). The polysome profile of Δ*PlCYP5*::*PlRPS15* was similar to the wildtype (Figure 6B). Δ*PlCYP5* showed a reduced 40S peak and an increased 60S peak, resulting in blocking the formation of 80S and fewer polysome (Figure 6B). A similar abundance pattern of ribosomal subunits was also observed in the Δ*PlRPS15_i* cells (Figure 6B). These results suggested that PlCYP5 and PlRPS15 were involved in the same pathway. Since polysome represents the efficiency of protein synthesis, we compared the capacity of nascent protein synthesis between the wildtype and mutants by adding a detectable methionine substitute into the methionine-free medium. As expected, reduced fluorescence signal intensity was detected in the Δ*PlCYP5* and Δ*PlRPS15_i* cells (Figure 6C and D), representing fewer nascent proteins synthesized in Δ*PlRPS15_i* cells. Moreover, we tested the growth of the strains at low temperature and found that the growth inhibition rates of both Δ*PlCYP5* and Δ*PlRPS15_i* at 23°C and 18°C were significantly higher than those of the wildtype, suggesting that Δ*PlCYP5* and Δ*PlRPS15_i* could not synthesize sufficient ribosomes to compensate for the reduced translational ability at low temperature (Figure 6E and F). Hence, PlCYP5 played a role in ribosome biogenesis by interacting with PlRPS15, thereby regulating growth.

**Figure 6.**
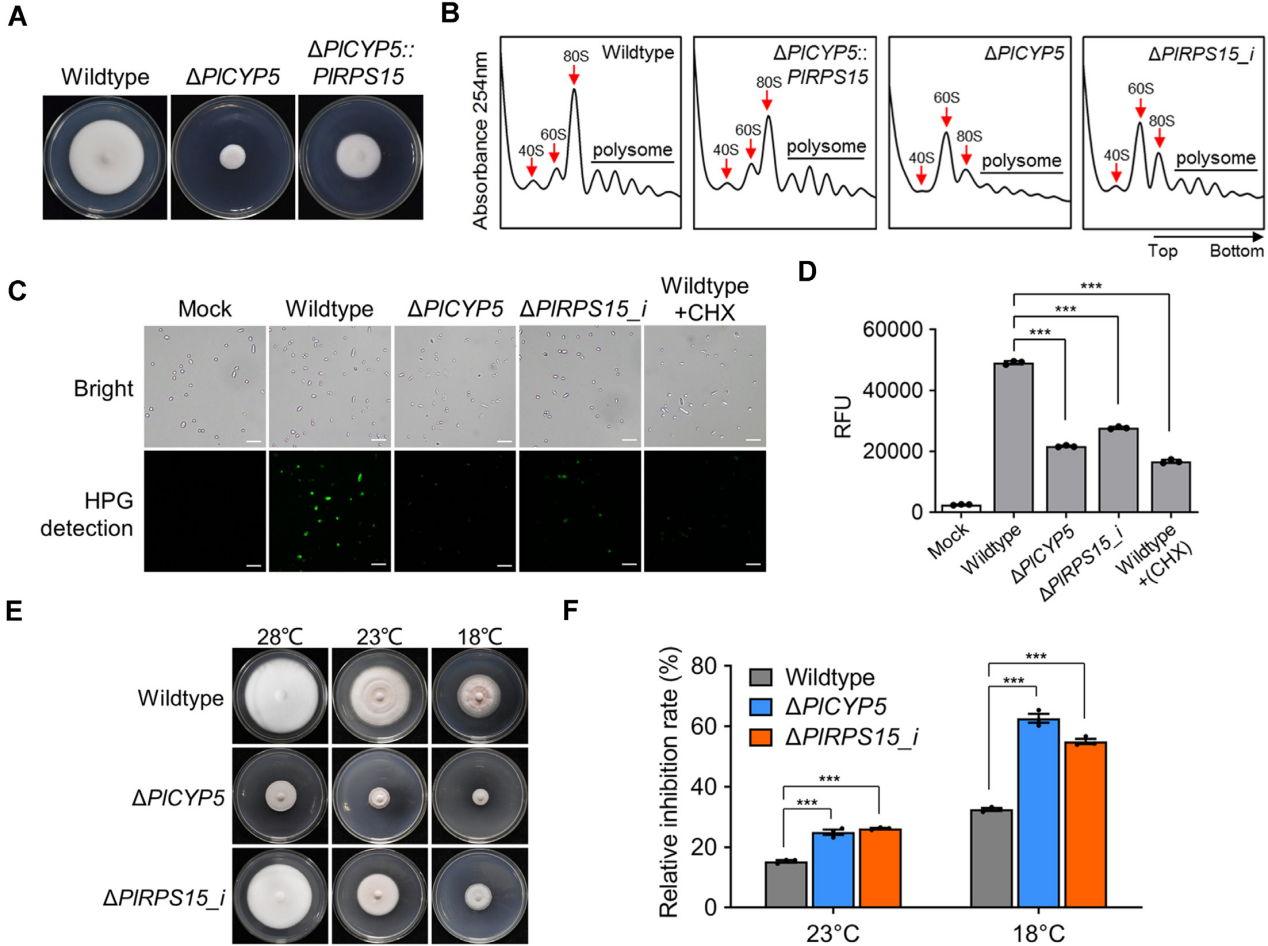
PlCYP5 and PlRPS15 mutants exhibit an impaired synthesis of ribosomes and new proteins. (**A**) Colony growth of wildtype, Δ*PlCYP5* and Δ*PlCYP5*::*PlRPS15* strains. (**B**) Polysome profiles of wildtype, Δ*PlCYP5*::*PlRPS15*, Δ*PlCYP5*, and Δ*PlRPS15_i*. Cell extracts were prepared after cycloheximide treatment and subjected to ultracentrifugal sedimentation on 7–47% sucrose density gradients. Absorbance was recorded at 254 nm. The peaks for 40S, 60S, 80S were indicated by red arrows. (**C**, **D**) The capacity of nascent protein synthesis in the wildtype, Δ*PlCYP5*, and Δ*PlRPS15_i* cells. An equal amount of blastospores of each strain was collected and subjected to the reaction using Click-iT^®^ protein reaction system. The nascent protein level was assessed by fluorescence microscope observation (C) and by determining signal intensity using a fluorescence microplate reader (D). Scale bar = 20 μm. (**E**) Colony growth of wildtype, Δ*PlCYP5* and Δ*PlRPS15_i* strains at normal temperature (28°C) and low temperature (23°C and 18°C). (**F**) Growth inhibition rate of wildtype, Δ*PlCYP5* and Δ*PlRPS15_i* strains at low temperature (23°C and 18°C) compared with normal temperature (28°C). The error bars indicate the SD of three replicates. *** denotes *P* < 0.001.

### PlCYP5 and PlRPS15 were required for ribosome biogenesis

To elucidate the mechanism underlying the regulation of ribosome biogenesis by PlCYP5, we designed specific probes targeting pre-rRNA and used them to detect pre-rRNA abundance in total RNA samples extracted from the wildtype, Δ*PlCYP5* and Δ*PlRPS15_i* cells (Figure 7A). Due to the difference in growth rates among these strains, we first compared the RNA samples from the equal biomass of these strains. It showed that the abundance of mature 25S and 18S rRNAs in Δ*PlCYP5* were significantly less than those of the wildtype, which was caused by the reduced accumulation of 35S pre-rRNA (Figure 7B and C). To explore the specific cleavage steps affected by PlCYP5 and PlRPS15, we further examined the levels of pre-rRNA processing intermediates. Compared with the level of RNAs in the wildtype, increased accumulation of 35S pre-rRNA was observed in both Δ*PlCYP5* and Δ*PlRPS15_i*, representing a delayed 35S pre-rRNA cleavage. Moreover, in the Δ*PlCYP5* cells, the abundance of intermediate products, 35S-A2 and 33S-A2 that were obtained by cleavage at A2 sites of 35S pre-rRNA, increased (Figure 7A, D, and E). This associated with a decreased level of 20S rRNA that was generated by the cleavage at the A1 site of 33S-A2 (Figure 7A, D and E).

**Figure 7.**
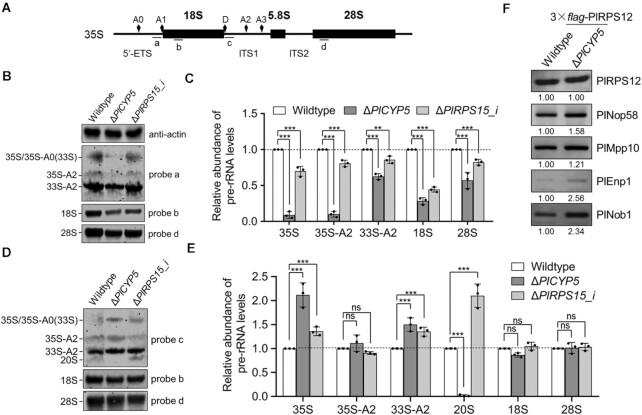
PlCYP5 contributes to ribosome biogenesis. (**A**) Schematic diagram of 35S pre-rRNA of *P*. *lilacinum*. The rRNA cleavage sites and the binding sites of probes used for northern blotting are indicated. ETS: external transcribed space. ITS1 and 2: Internal transcribed space 1 and 2. (**B**, **C**) Northern blot (B) and quantitative analyses (C) of pre-rRNA and mature rRNA in wildtype, Δ*PlCYP5* and Δ*PlRPS15_i* corresponding to equal biomass. The strains were cultured at 28°C to the vegetative growth stage. Total RNAs of the same biomass of the strains were isolated, separated, and transferred to a nylon membrane. The pre-rRNA and mature rRNA were detected using the following probes: probe a for detection of 35S/35S-A0, 35S-A2 and 33S-A2 pre-rRNA, probe c for detection of 35S/35S-A0, 35S-A2, 33S-A2, and 20S pre-rRNA, probe b for detection of 18S rRNA, probe d for detection of 28S rRNA. The abundance of pre-rRNA and mature rRNA in Δ*PlCYP5* and Δ*PlRPS15_i* cells is presented relative to wildtype cells from three independent replicates. (**D**, **E**) Northern blot (D) and quantitative analyses (E) of pre-rRNA and mature rRNA in wildtype, Δ*PlCYP5* and Δ*PlRPS15_i* corresponding to the same loading amount of total RNA (7 μg). The abundance of pre-rRNA and mature rRNA in Δ*PlCYP5* and Δ*PlRPS15_i* cells is presented relative to wildtype cells from three independent replicates. (**F**) The Enhanced association of assembly factors with pre-ribosomes in the absence of PlCYP5. 3 × *flag*-PlRPS12 was purified from the nuclear extracts of wildtype and Δ*PlCYP5* via anti-*flag* affinity sepharose. The purified samples were analyzed by western blot to detect the presence of PlRPS12, PlNop58, PlMpp10, PlEnp1, and PlNob1. Signals were quantified by ImageQuant TL (GE Healthcare). The error bars indicate the SD of three replicates. ns denotes *P* > 0.05, ** denotes *P* < 0.01, *** denotes *P* < 0.001.

The role of PlCYP5 in pre-rRNA cleavage implied that PlCYP5 also affected the assembly of pre-ribosome. To test this, we purified 3 × *flag*-PlRPS12 and its associated proteins from the nuclear extracts of the wildtype and Δ*PlCYP5* strains and detected the abundance of pre-ribosomal assembly factors, normalized to the level of PlRPS12. Compared with the wildtype, the 90S and pre-40S assembly factors, including PlNop58, PlMpp10, and PlEnp1, were more abundant in Δ*PlCYP5*, suggesting an enhanced association between these assembly factors and pre-ribosomes in Δ*PlCYP5* (Figure 7F). Since the assembly of pre-ribosomes was a cooperative process of the binding and release of assembly factors, this enhanced association suggested that PlCYP5 regulated the assembly of pre-ribosomes. In addition, the abundance of PlNob1, whose homolog in *S. cerevisiae* was responsible for the 20S rRNA cleavage after being exported from the nucleus together with the pre-40S, also increased in Δ*PlCYP5* (Figure 7F). Together with the reduced 20S production in Δ*PlCYP5* (Figure 7D), PlCYP5 might have also affected the pre-40S nuclear export. Thus, PlCYP5 played a role in coordinating the smooth progress of ribosome biogenesis.

### PlCYP5 protected PlRPS15 from degradation and aggregation independently of its PPIase activity

Because PlCYP5 was not associated with the pre-ribosome, it was likely that PlCYP5 acted as a molecular chaperone to support the transfer of PlRPS15 to the pre-ribosome. To test this hypothesis, we purified 3 × *flag*-PlEnp1 and its associated proteins from cell extracts of the wildtype and Δ*PlCYP5* strains. Compared with the wildtype, less PlRPS15 was co-purified in Δ*PlCYP5* (Figure 8A). Similarly, the protein level of PlRPS15 was reduced in the total cell extracts of Δ*PlCYP5* (Figure 8B), suggesting that the decreased association of PlRPS15 with pre-ribosomes was due to the decreased PlRPS15 protein level in Δ*PlCYP5*, suggesting that PlCYP5 facilitated the recruitment of PlRPS15 to the pre-ribosomes by maintaining PlRPS15 protein accumulation.

**Figure 8.**
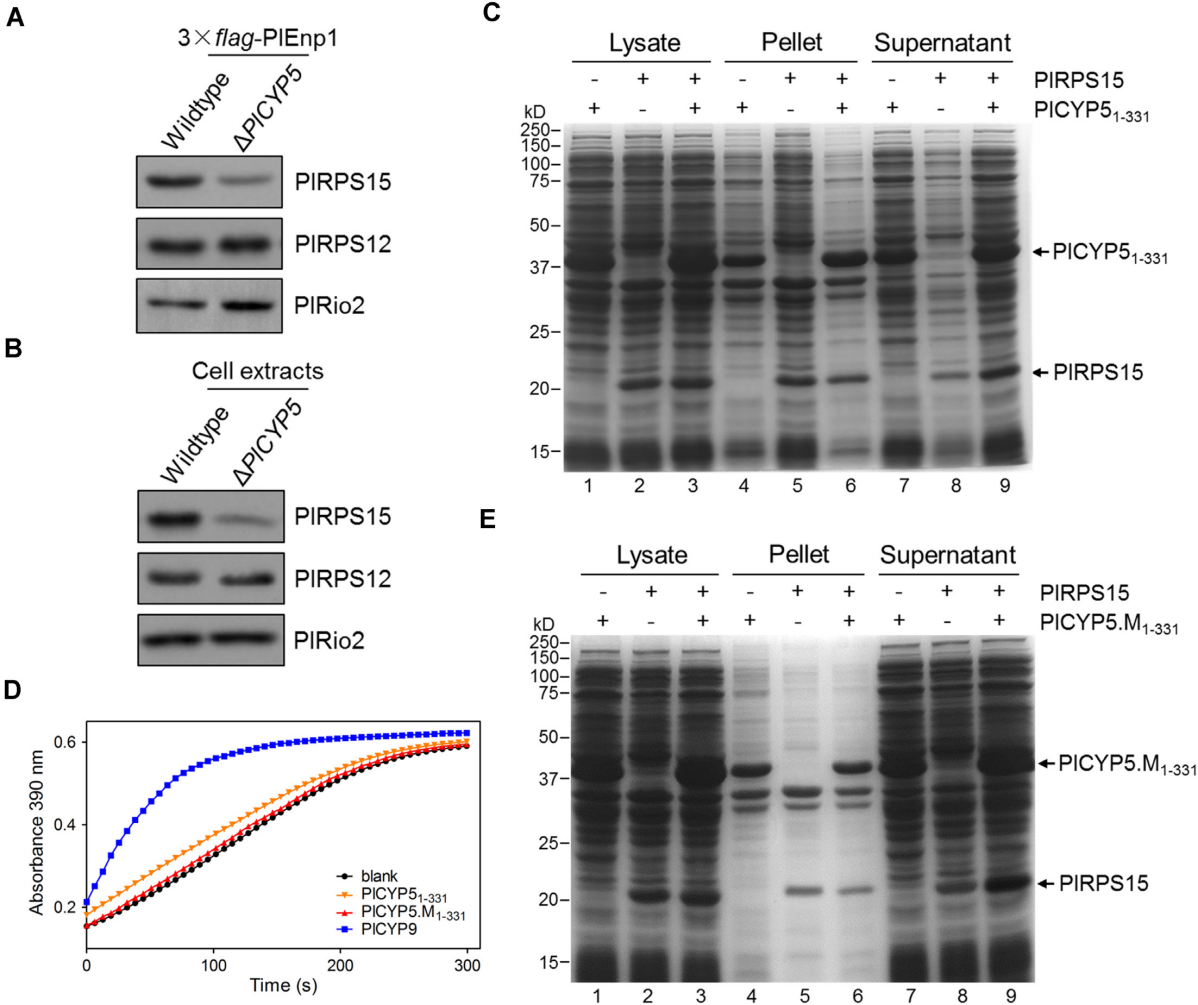
PlCYP5 possesses a PPIase independent chaperone function for PlRPS15. (**A**) PlCYP5 facilities the recruitment of PlRPS15 to pre-ribosome. 3 × *flag*-PlEnp1 was isolated from wildtype and Δ*PlCYP5* cells and purified via anti-*flag* affinity sepharose. Proteins were separated by SDS-PAGE, followed by western blot to detect the presence of PlRPS15, PlRPS12, and PlRio2. (**B**) PlCYP5 maintains the protein level of PlRPS15 in cells. Total proteins were extracted from wildtype and Δ*PlCYP5* cells and analyzed by western blot to detect the presence of PlRPS15, PlRPS12 and PlRio2. (**C**) Solubility test of PlCYP5_1–331_ and PlRPS15 in bacteria. PlRPS15 was either expressed alone or co-expressed with PlCYP5_1-331_ in *E. coli*. Cells were lysed by sonication and lysates were centrifuged at 12 000 rpm to separate pellet and supernatant. Samples from the lysate, pellet and supernatant were analyzed by SDS-PAGE and Coomassie blue staining. (**D**) PPIase assay of PlCYP5_1-331_ and its mutation (PlCYP5.M_1–331_). PlCYP5_1-331_, PlCYP5.M_1-331_ and PlCYP9 were expressed and purified from *E. coli*, respectively. Equal amounts of proteins were used for the PPIase assay. Equal volume of reaction buffer was used to replace protein as blank control. (**E**) Solubility test of PlCYP5.M_1–331_ and PlRPS15 in bacteria.

Like other RPs, PlRPS15 expressed in *E. coli* was prone to aggregation as most proteins were present in the pellet (Figure 8C, lanes 2, 5 and 8). To determine whether PlCYP5 prevented the aggregation of PlRPS15, PlCYP5 was co-expressed with *PlRPS15* in *E. coli*. However, when the full-length sequence of PlCYP5 was expressed, only a small fraction of PlCYP5 was soluble (Figure 5B). Because the CR of PlCYP5 was expressed with low solubility, and since it did not interact with PlRPS15 (Figure 5D and E), we chose to express the CR-lacking PlCYP5 (PlCYP5_1–331_). We found a noticeable increase in the amount of soluble proteins (Figure 8C, lanes 1, 4 and 7). Notably, we found that a large proportion of PlRPS15 became more soluble when PlCYP5_1-331_ was co-expressed (Figure 8C, lanes 3, 6 and 9). These results demonstrated that PlCYP5 increased the solubility of PlRPS15.

The CLD of PlCYP5 was a primary domain for the PlCYP5-PlRPS15 interaction (Figure 5D). This prompted us to investigate whether the PPIase activity contributed to the protection of PlRPS15. We previously revealed that most amino acids required for the PPIase activity on the CLD of PlCYP5 were not conserved except for the Q^63^ amino acid (41). Indeed, PlCYP5_1–331_ exhibited weaker PPIase activity than PlCYP9 which was the homolog of human CYPA (Figure 8D). We then generated a mutant variant of PlCYP5 (PlCYP5.M_1–331_), which lost its PPIase activity due to the point mutation at Q^63^ (Figure 8D). The co-expression test showed that PlCYP5.M_1–331_ increased the solubility of PlRPS15 as efficiently as PlCYP5_1–331_ (Figure 8E), suggesting that PPIase activity of PlCYP5 is not required for its anti-aggregation function.

### PlCYP5 co-translationally interacted with the N-terminal extension of PlRPS15

To gain more insights into the PlCYP5-PlRPS15 interaction, we investigated the binding site in PlRPS15. PlRPS15 belongs to the uS19 family, which includes the RPS15 family in eukaryotes and the RPS19 family in prokaryotes. Hence, we first compared amino acid sequences of these two families. The protein structure of PlRPS15 was also predicted and matched with the crystal structure of RPS19 from *Thermus thermophilus* (PDB id: 1QKF). There was a conserved core region with a similar structure for both proteins (Figure 9A). Apart from the core region, PlRPS15 harbored a longer N-terminal and a shorter C-terminal extension compared with TtRPS19 (Figure 9A). Sequence alignment further identified 56–127 aa of PlRPS15 as the core region, and 1–55 aa and 128–152 aa as the N-terminal and C-terminal extension (Figure 9B). Based on the alignment, we divided PlRPS15 into these three parts. Each part was used for the Y2H assay with PlCYP5. The results showed that the N-terminal extension interacted with PlCYP5, while both the core region and the C-terminal extension did not (Figure 9C).

**Figure 9.**
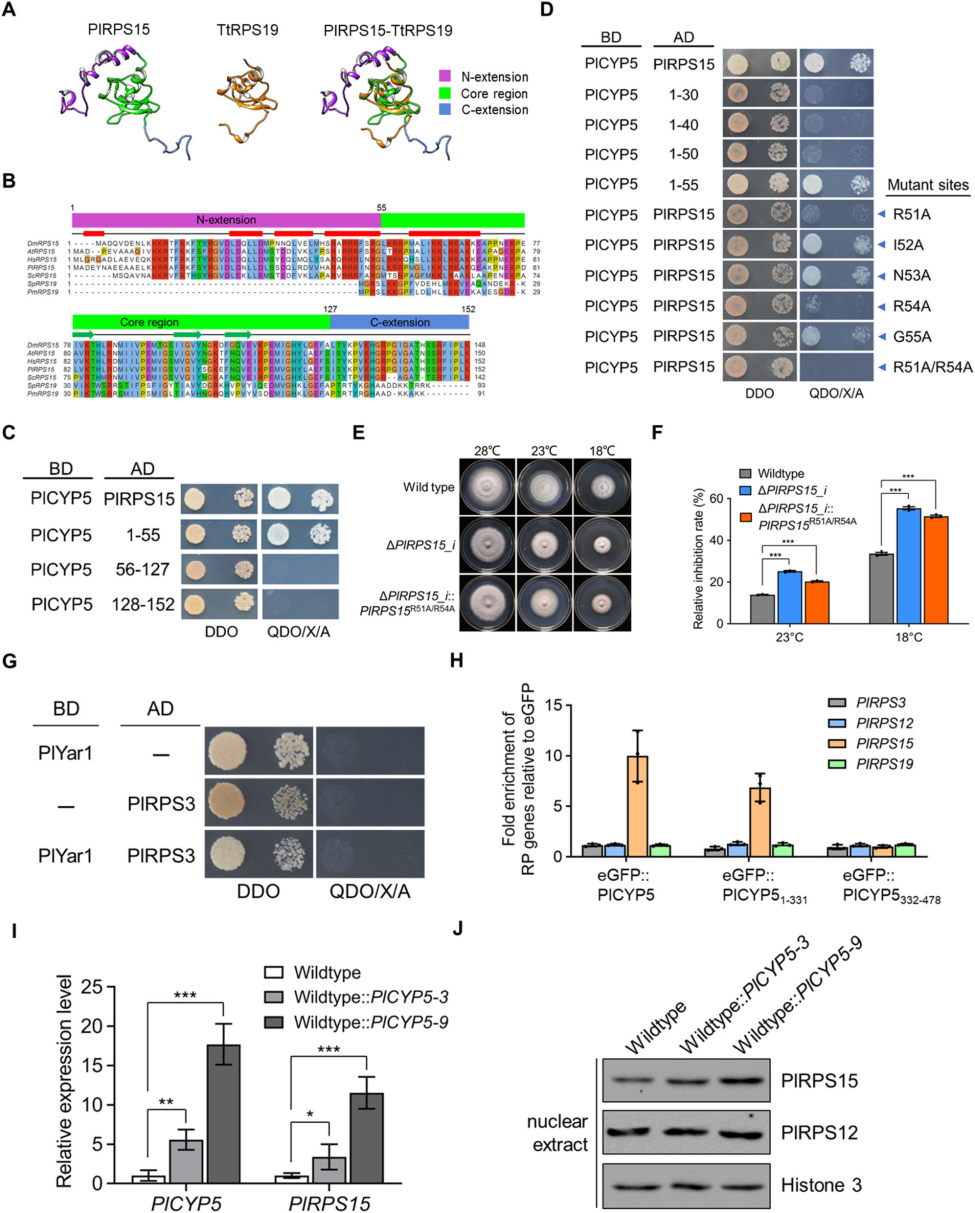
PlCYP5 binds to the N-terminal extension of PlRPS15. (**A**) Protein structure match between PlRPS15 of *Purpureocillium lilacinum* and TtRPS19 of *Thermus thermophiles*. Protein spatial structure of PlRPS15 was predicted by ITASSER server and the crystal structure of TtRPS19 was downloaded from PDB (PDB id: 1QKF). (**B**) Multiple sequence alignment of uS19 family (including S15 of eukaryote and S19 of bacteria). The N-terminal extension, C-terminal extension, and conserved core region were indicated above the sequences. Dm: *Drosophila melanogaster*, At: *Arabidopsis thaliana*, Hs: *Homo sapiens*, Pl: *P. lilacinum*, Sc: *Saccharomyces cerevisiae*, Sp: *Streptococcus pneumonia*, Pm: *Pasteurella multocida*. (**C**) Y2H interaction between PlCYP5 and truncated PlRPS15. PlRPS15 was divided into three truncations including the N-terminal (1–55), core region (56-127), and C-terminal (128–152). (**D**) Y2H interaction between PlCYP5 and the truncated N-terminus of PlRPS15. The blue arrowheads indicate the residues mutated in PlRPS15. (**E**) Colony growth of wildtype, Δ*PlRPS15* and Δ*PlRPS15*::*PlRPS15*^R51A/R54A^ strains at normal temperature (28°C) and low temperature (23°C and 18°C). (**F**) Growth inhibition rate of wildtype, Δ*PlRPS15* and Δ*PlRPS15*::*PlRPS15*^R51A/R54A^ strains at low temperature (23°C and 18°C) compared with normal temperature (28°C). (**G**) Y2H interaction between PlYar1 and PlRPS3. (**H**) Relative mRNA enrichment for the indicated RP mRNAs in eGFP::PlCYP5, eGFP::PlCYP5_1–331_, and eGFP::PlCYP5_332-478_ purifications versus the control eGFP purification. (**I**) Relative expression levels of *PlCYP5* and *PlRPS15* genes in the *PlCYP5* overexpression strains versus the wildtype. Two *PlCYP5* overexpression strains were obtained, with low expression level (Wildtype::*PlCYP5-3*) and high expression level (Wildtype::*PlCYP5-9*). RT-qPCR was used to detect the mRNA level. (**J**) PlCYP5 facilitates the nuclear localization of PlRPS15. Nuclear proteins were extracted from the wildtype and *PlCYP5* gene overexpression strains and analyzed by western blot to detect the presence of PlRPS15 and PlRPS12. The antibody histone 3 was used to quantify the blots. The error bars indicate the SD of three replicates. *** denotes *P* < 0.001.

We further tested different length of the N-terminal extension for interaction with PlCYP5 and found a robust interaction with PlCYP5 when amino acid residues 51–55 (R^51^I^52^N^53^R^54^G^55^) were present (Figure 9D). Point mutation of these amino acids to alanine (A) was introduced to investigate important residues contributing to the interaction. The single mutation of I52A, N53A or G55A did not affect the interaction. In contrast, the mutation of R51A or R54A attenuated the protein interaction, and the double-point mutations R51A/R54A caused a complete loss of the interaction (Figure 9D). To investigate the physiological significance of these amino acid residues that are required for the interaction with PlCYP5, we complemented Δ*PlRPS15_i* with *PlRPS15*^R51A/R54A^ and determined the growth phenotype at low temperatures. In agreement with the Y2H results, *PlRPS15*^R51A/R54A^ could not rescue the growth retardation phenotype of Δ*PlRPS15_i* at low temperatures (Figure 9E and F). In addition, we overexpressed the wildtype *PlRPS15* and *PlRPS15*^R51A/R54A^ in the wildtype and Δ*PlCYP5* strains and obtained transformants with low or high expression level, respectively (Supplementary Figure S8A). Then, the polysome profiles of wildtype, Δ*PlCYP5*, and these overexpression strains were analyzed. In the wildtype, there was no obvious difference in polysome profile among the wildtype and strains expressing *PlRPS15*^R51A/R54A^ at the low and high expression level (Supplementary Figure S8B, top row). In contrast, low and high *PlRPS15* expression in Δ*PlCYP5*, either wildtype *PlRPS15* or *PlRPS15*^R51A/R54A^, produced distinct results. Low expression of wildtype *PlRPS15* in Δ*PlCYP5* partially restored the polysome profile. However, the strain with low expression of *PlRPS15*^R51A/R54A^ exhibited the abnormal 60S/40S ratio as in Δ*PlCYP5* (Supplementary Figure S8B, bottom row). Δ*PlCYP5* with high expression of wildtype *PlRPS15* or *PlRPS15*^R51A/R54A^ could form prominent 80S peaks, but the 40S and 80S abundance in the strain expressing *PlRPS15*^R51A/R54A^ was lower than that of the strain expressing wildtype *PlRPS15* (Supplementary Figure S8B, bottom row). These results suggest that PlCYP5 excert its function via physical interaction with PlRPS15 for the formation and stabilization of 40S.

PlCYP5 might be associated with PlRPS15 in a co-translational manner as PlCYP5 bound to the eukaryote-specific N-terminus of PlRPS15 like other RP dedicated chaperones, such as Yar1 (15). If PlCYP5 co-translationally interacted with PlRPS15, one would expect that PlRPS15 mRNA would be co-purified with PlCYP5. To explore this hypothesis, we purified PlCYP5 after translation inhibition by cycloheximide, and RNA was extracted from the purified samples. The mRNA levels of *PlRPS15* as well as *PlRPS3*, *PlRPS12* and *PlRPS19* were analyzed by RT-qPCR. Prior to this, we attempted to verify the interaction between PlYar1 and PlRPS3, two proteins whose homologs in yeast have been reported to bind co-translationally, so that this could be used as a reference for gene enrichment. However, we did not observe the interaction between Yar1 and RPS3 of *P*. *lilacinum* in the Y2H assay (Figure 9G). Nevertheless, PlCYP5 and PlCYP5_1-331_ were co-purified with *PlRPS15*, but not *PlRPS3*, *PlRPS12* and *PlRPS19* (Figure 9H). To obtain more evidence, we investigated the effect of increased *PlCYP5* on the level of *PlRPS15* and found that the expression of *PlRPS15* was also higher in the strain with high *PlCYP5* expression (Figure 9I). Moreover, high expression of *PlCYP5* induced a more PlRPS15 protein level in the nucleus (Figure 9J), suggesting that PlCYP5 facilitated the nuclear import of PlRPS15. Collectively, we concluded that PlCYP5 co-translationally interacted with the N-terminal extension of PlRPS15.

### Interaction between the RRM-containing CYPs and RPS15 family was unique in the filamentous fungi

Although the PlCYP5 homolog was absent in *S. cerevisiae* and other Saccharomycotina fungi, it has been identified in other species, such as HsPPIL4 in *Homo sapiens*, AtCYP59 in *Arabidopsis thaniana*, and SpRct1 in *Schizosaccharomyces pombe*. Therefore, we analyzed the interactions between the PlCYP5 and PlRPS15 homologs from these species. Not surprisingly, the interactions were absent for *H*. *sapiens*, *A*. *thaniana* and *S*. *pombe* homologs, but were present for the homologs from filamentous fungi, including *Sclerotinia sclerotiorum*, *Metarhizium anisopliae* and *Botrytis cinerea* (Figure 10A). To determine the reason for the distinct interactions, Y2H assay was conducted to test cross-species interactions. The results showed that HsPPIL4, AtCYP59 and SpRct1 interacted with PlRPS15 with different intensities, while PlCYP5 did not interact with any RPS15 from these species. This suggested that the difference in the RPS15 sequences determined whether PlCYP5 and PlRPS15 homologs interact (Figure 10B). Sequence alignment of the PRS15 family proteins revealed two variable regions. One was the N-terminal extension of amino acids 1–55, and the other was amino acids 57–64 (Supplementary Figure S9). Thus, each of these two regions of HsRPS15, AtRPS15 and SpRPS15 was replaced with the corresponding sequences of PlRPS15 (Figure 10C). Y2H assay was then conducted. Notably, HsRPS15, AtRPS15 and SpRPS15 with the replacement of the N-terminal extension (1–55 aa) from PlRPS15 interacted with HsPPIL4, AtCYP59 and SpRct1 while those with the replacement of amino acids 57–64 did not (Figure 10D). These results indicated that the difference in N-terminal sequences of RPS15 between filamentous fungi and other species is a key factor for the interaction of PlCYP5-PlRPS15 homologs.

**Figure 10.**
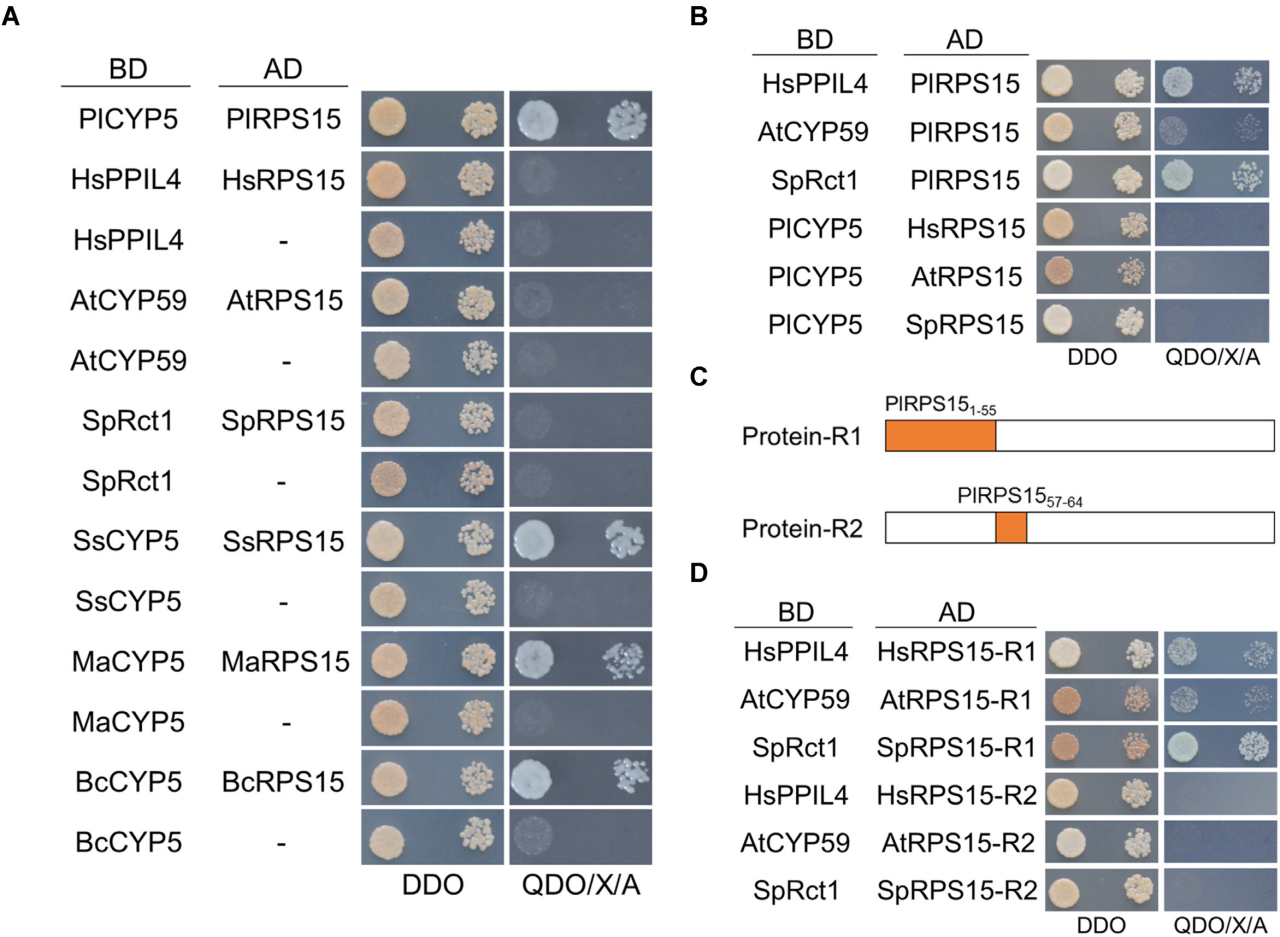
N-terminal extension of the RPS15 family contributes to the interaction with RRM-containing CYPs in filamentous fungi. (**A**) Y2H interaction between RRM-containing CYPs and RPS15 family proteins in different species. The RRM-containing CYPs were cloned into vector pGBKT7 (BD) and RPS15 family proteins were cloned into vector pGADT7 (AD). Hs: *Homo sapiens*, At: *Arabidopsis thaliana*, Sp: *Schizosaccharomyces pombe*, Ss: *Sclerotinia sclerotiorum*, Ma: *Metarhizium anisopliae*, Bc: *Botrytis cinerea*. (**B**) Cross Y2H interaction between RRM-containing CYPs and RPS15 family in different species. (**C**) Schematic diagram of sequence replacement of the RPS15 family using the corresponding sequence of PlRPS15. (**D**) Y2H interaction between RRM-containing CYPs and recombinant RPS15 proteins in different species.

## DISCUSSION

Previously, we found that *PlCYP5* gene is expressed during the nematode egg parasitism and upon exposure to abiotic stressors (41). These results, together with the pleiotropic phenotype of the *PlCYP5* deletion mutant, implied that *PlCYP5* had an essential function for multiple biological processes. In this study, we identified PlCYP5 as a physical interaction partner of PlRPS15 (uS19) and a factor that regulated ribosome biogenesis. Additional evidence further revealed that PlCYP5 acted as a dedicated chaperone for PlRPS15. First, PlCYP5 was not associated with the pre-ribosomal complex. Second, RPs easily aggregated due to positively charged amino acids in the extension. A common mechanism by which the dedicated RP chaperones protected their target from aggregation is to cover these extensions through co-translational interaction. For example, the dedicated chaperone Yar1 interacted with the N-terminus of RPS3 to maintain its solubility (20,21). Sqt1 and Rrb1 interacted with the N-terminal region of RPL10 and RPL3, respectively (15). Tsr4 bound to the N-terminal 42 amino acids of RPS2 (49). Likewise, we found that PlCYP5 (p*I* = 4.67) bound co-translationally to the N-terminal extension of PlRPS15 (p*I* = 9.80) and exhibited an anti-aggregation function to maintain its solubility. Third, PlCYP5 had a feeble enzyme activity, which was consistent with our finding that multiple residues in PlCYP5 required for PPIase activity were not conserved (41). In addition, even without the PPIase activity, PlCYP5 still interacted with and protected PlRPS15 from aggregation, indicating that the PlCYP5 PPIase activity was not responsible for the interaction with PlRPS15. Collectively, we propose a working model for the PlCYP5–PlRPS15 interaction in ribosome biogenesis (Figure 11). In wildtype cells, PlCYP5 is co-tranlationally interacted with PlRPS15 in the cytoplasm, and the complex is transported into the nucleus. The protection of PlRPS15 provided by PlCYP5 allows PlRPS15 to be transferred to the ribosomal assembly site, where PlRPS15 forms the 90S with proper pre-rRNA processing and assembly factors binding/release. However, in Δ*PlCYP5* cells, the loss of PlCYP5-PlRPS15 interaction leads to the non-specific aggregation and degradation of PlRPS15, resulting in abnormal ribosome biogenesis, which is manifested by the retarded pre-rRNA processing and 90S assembly. Hence, the Δ*PlCYP5* cells exhibit a ribosomal stress, which ultimately compromises normal cell growth and development.

**Figure 11.**
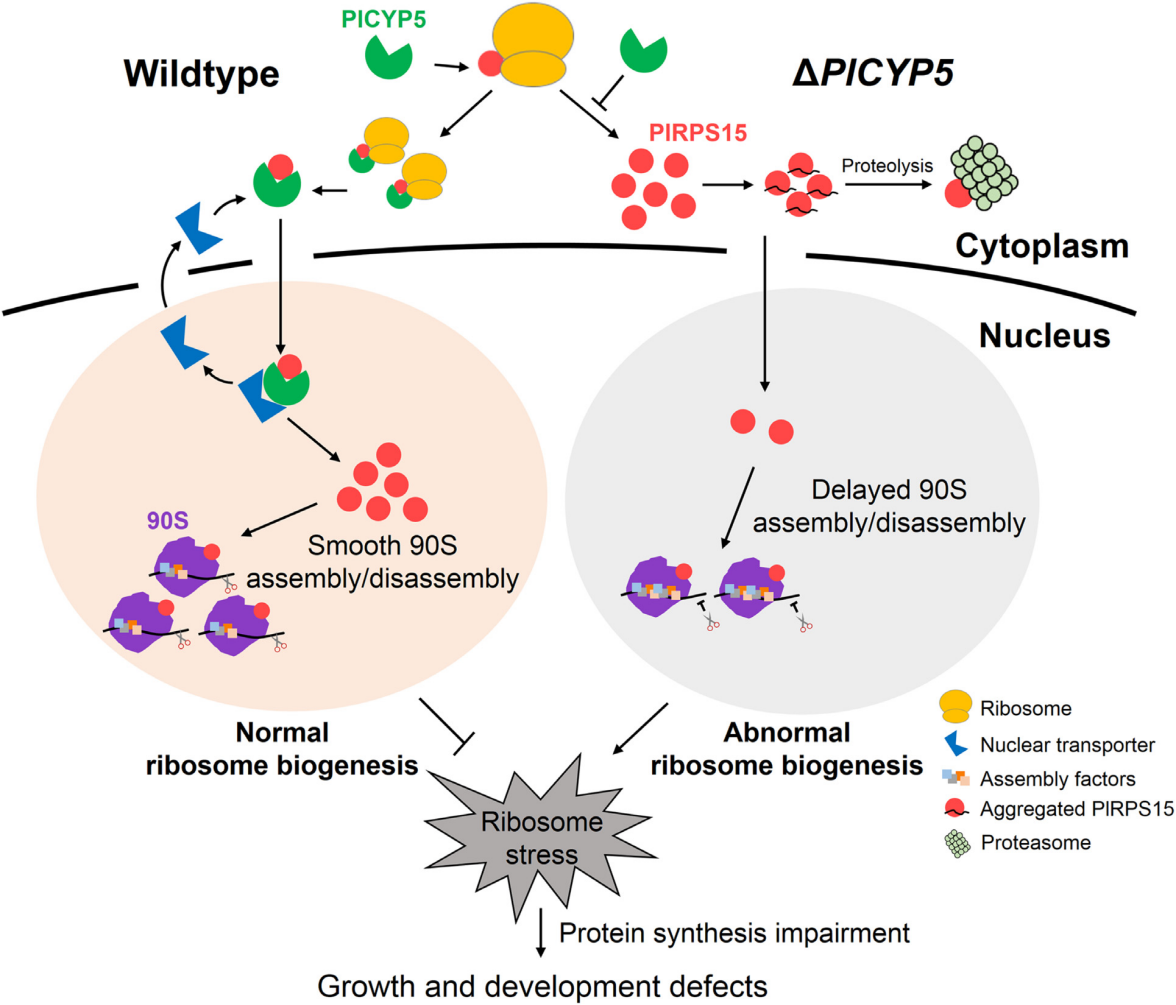
A working model of PlCYP5-PlRPS15 interaction contributing to ribosome biogenesis in *P*. *lilacinum*.

The *PlCYP5* mutant exhibited various growth and development abnormalities, one of which was the hyperbranching under a slow growth rate (Figure 3A). Fungal cells possess an internal homeostatic system to maintain a certain branch density under diverse growth rates caused by external factors (e.g. changes in temperature and growth nutrient) (50,51). However, the branching homeostasis was perturbed in some gene knockout mutants, resulting in branch density changes (51). In this case, our finding suggests that *PlCYP5* might play a role in the branching homeostasis system. We also found that the protein content in Δ*PlCYP5* fermentation was reduced than that in the wildtype, and the nematocidal activity of Δ*PlCYP5* fermentation was significantly decreased after incubation with nematodes for 3 days (Figure 3E–G). This raised a question whether the nematocidal activity of Δ*PlCYP5* fermentation could reach to the level of wildtype when incubation more than 3 days. To solve this, we measured the nematocidal activity lasting to 7 days, however, it showed no significant difference from the result of 3 days. This indicated that the lack of nematocidal activity of Δ*PlCYP5* fermentation was due to the loss of key nematocidal proteins rather than just the reduced protein content.

Transcriptome analysis revealed that a large number of ribosome-related genes were differentially expressed in Δ*PlCYP5*, which was consistent with a previous study that discovered a transcriptional feedback response to ribosome biogenesis impairment (52). Surprisingly, we found the genes encoding ribosomal assembly factors were generally up-regulated in Δ*PlCYP5* compared with those in wildtype (Figure 3B). This was reminiscent of the phenotype found in a range of RPS (RPs of 40S) mutants (53), suggesting that Δ*PlCYP5* might exhibit similar gene expression signatures as those of RPS mutants. However, a common phenotype of RPS mutants was up-regulation of the RP genes (53), but we found that all RP genes were down-regulated in Δ*PlCYP5* (Figure 3E). It is probably because the RRM-containing CYPs, including PlCYP5, play an extra role in the direct regulation of the transcription process (42,43). In addition, for the discrepancy in gene expression between the RPs and ribosomal assembly factors responding to ribosome biogenesis impairment, one explanation in yeast was that these two sets of genes were controlled by distinct transcription factors. Although homologous genes of some critical transcription factors for RPs and ribosomal assembly factors in yeast were not found in *P*. *lilacinum*, such as Rap1 and Stb3 (54,55), those transcriptional factors with identified homologous genes had the same expression patterns with their target genes. For example, the transcription factor *Hmo1* was down-regulated as the Hmo1-regulated RP genes, while the *Dot6* and *Spt6*, which drove the expression of ribosomal assembly factors, were up-regulated (54,56). This suggests that these transcription factors that regulate the expression of ribosome-related genes in yeast have a similar function in filamentous fungi.

Currently, the nuclear import mechanism of numerous RPs, including RPS15 (uS19), remains unknown. The observation that PlCYP5 co-translationally interacted with PlRPS15 manifested that PlRPS15 was transported into the nucleus together with PlCYP5. Under this premise, we attempted to explore the mechanism of PlCYP5-PlRPS15 nuclear transport. RPs enter the nucleus with the assistance of importins. In *S. cerevisiae*, a number of importins that transport RPs into the nucleus have been identified, including Kap104, Kap108, Kap121 and Kap123 (19,22,57). PlCYP5 has been proved to possess NLSs, and PlRPS15 was also predicted to contain an NLS at the N-terminal extension. Hence, we used Y2H assay to investigate the interactions of these importins with PlCYP5 and PlRPS15 in *P. lilacinum*, respectively. However, the result demonstrated that none of the homologs of the yeast importins in *P. lilacinum* interacted with either PlRPS15 or PlCYP5. A possible reason was that unidentified importins mediate nuclear import of PlRPS15 or that other mechanisms than importin assist RPs in entering the nucleus in filamentous fungi. Nonetheless, it suggested that the charged N-terminal extension of PlRPS15 needed to be covered to prevent aggregation either by PlCYP5 or by as-yet-undiscovered nuclear transporter.

Overexpression of *PlRPS15* in the *PlCYP5* mutant did not completely restore its slow-growth phenotype. It might be due to the other functions of PlCYP5. Aside from the CLD, PlCYP5 contained another functional domain, the RRM, which was not involved in the interaction with PlRPS15 but was well known for the function of binding RNA molecules with a wide range of specificities and affinities (58,59). For example, the homolog of PlCYP5 in *A*. *thaliana* (AtCYP59) regulated the RNAP II transcription and pre-mRNA processing and had the capacity to bind RNA through its RRM (42,60). Similarly, the PlCYP5 homolog, SpRct1, in *S*. *pombe* also affected the RNAP II transcription (43). Subsequently, SpRct1 was proved to function in the RNAi pathway and its RRM was required for the siRNA biogenesis (61). Our study showed that PlCYP5 had the same nuclear localization with AtCYP59 and SpRct1. Moreover, the transcriptome analysis identified a large number of genes differentially expressed in the PlCYP5 loss-of-function mutant compared with the wildtype. It suggested that PlCYP5 might also perform a similar function in transcriptional regulation through its RRM. Therefore, overexpression of *PlRPS15* did not compensate for the loss of PlCYP5.

A large number of assembly factors have been identified and proven essential for ribosome biogenesis since they are recruited to pre-rRNA at specific stages to assist in the pre-rRNA processing (62–64). In contrast to assembly factors, dedicated RP chaperones are not associated with the pre-ribosomal particles. Nevertheless, biological cells lacking these RP chaperones also exhibited abnormal ribosome biogenesis, such as blocked pre-rRNA processing and pre-40S/pre-60S nuclear export (2,20,23). It was probably because the absence of a dedicated chaperone usually resulted in the instability of its target protein. Indeed, we found the reduced amount of PlRPS15 in the *PlCYP5* knockout mutant cells and interference with the *PlRPS15* gene caused a similar cellular ribosomal stress phenotype as the *PlCYP5* mutant. Thus, our findings highlight the importance of dedicated chaperones for RP proteins in ribosome biogenesis.

## DATA AVAILABILITY

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE179712.

## Supplementary Material

gkab1102_Supplemental_Files Click here for additional data file.

# Supplementary material for: Cyclophilin acts as a ribosome biogenesis factor by chaperoning the ribosomal protein (PlRPS15) in filamentous fungi
**Source:** Nucleic Acids Res. 2021 Nov 18;49(21):12358–76. doi: 10.1093/nar/gkab1102
**Supplement:** gkab1102_Supplemental_Files

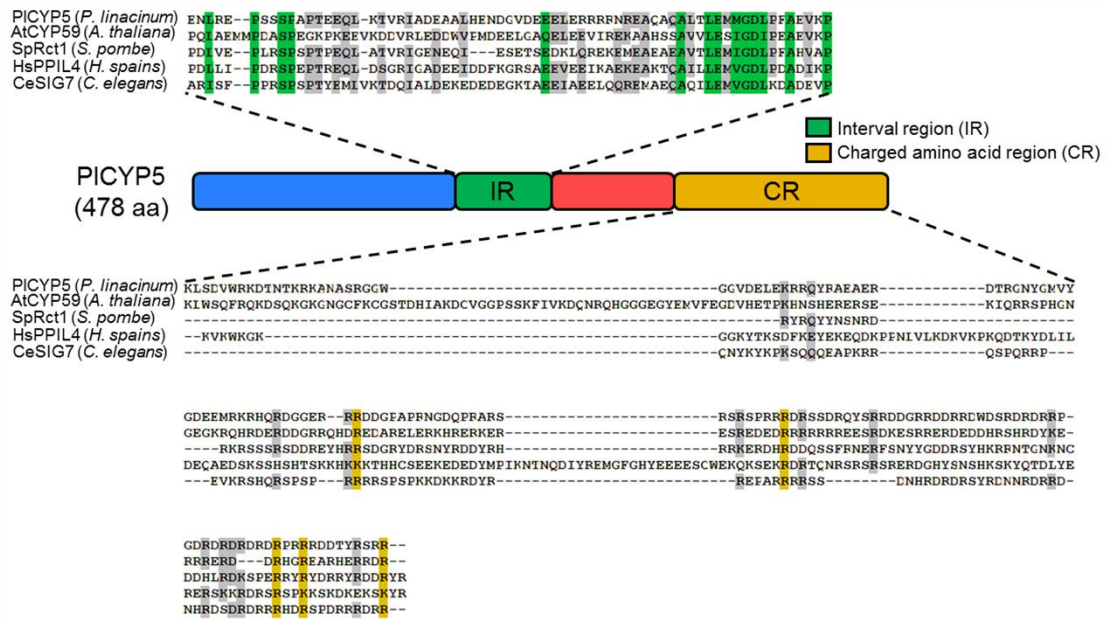

**Figure S1.** Multiple sequence alignment of the IR and CR of RRM-containing CYPs from different species. Amino acids with different colored background indicate different conservation. Pl: *Purpureocillium lilacinum*, At: *Arabidopsis thaliana*, Sp: *Schizosaccharomyces pombe*, Hs: *Homo sapiens*, Ce: *Caenorhabditis elegans*.

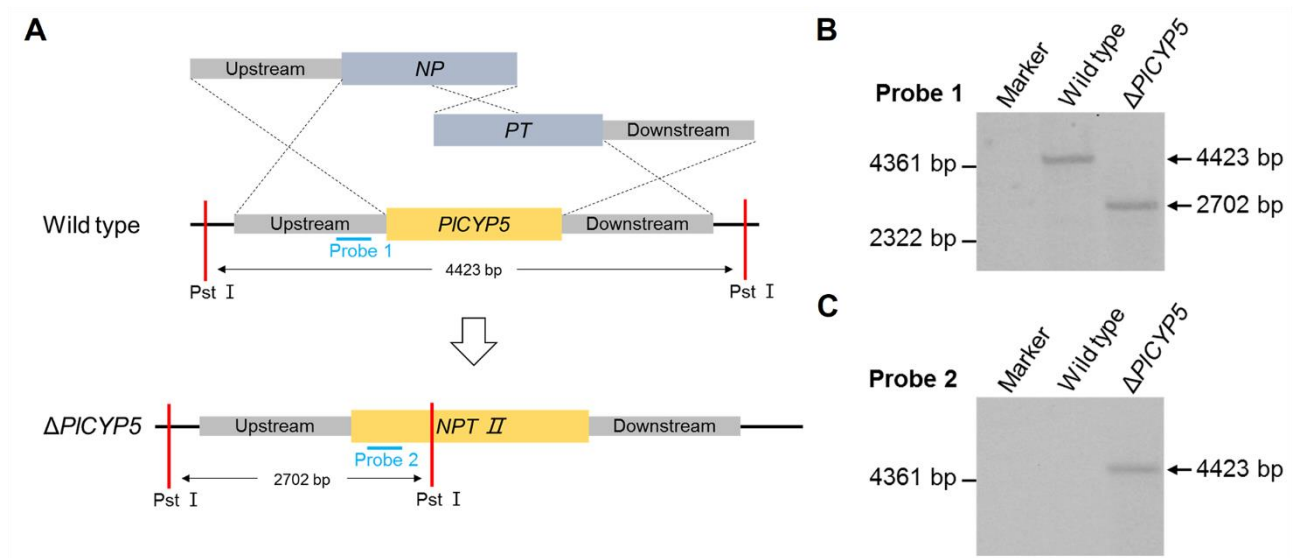

**Figure S2.** Single copy validation of *PICYP5* gene mutant by southern blot. **(A)** Schematic diagram of gene knockout strategy and probes design. The genomic DNA of wildtype and  $\Delta$ *PICYP5* was digested with Pst I. Probe 1 was designed on the upstream of *PICYP5* and probe 2 was designed on the *NPT II* gene. *NPT II*: G418 sulfate resistance gene. **(B and C)** Southern blot analysis of the wildtype and  $\Delta$ *PICYP5* strains using probe 1 **(B)** and probe 2 **(C)**.

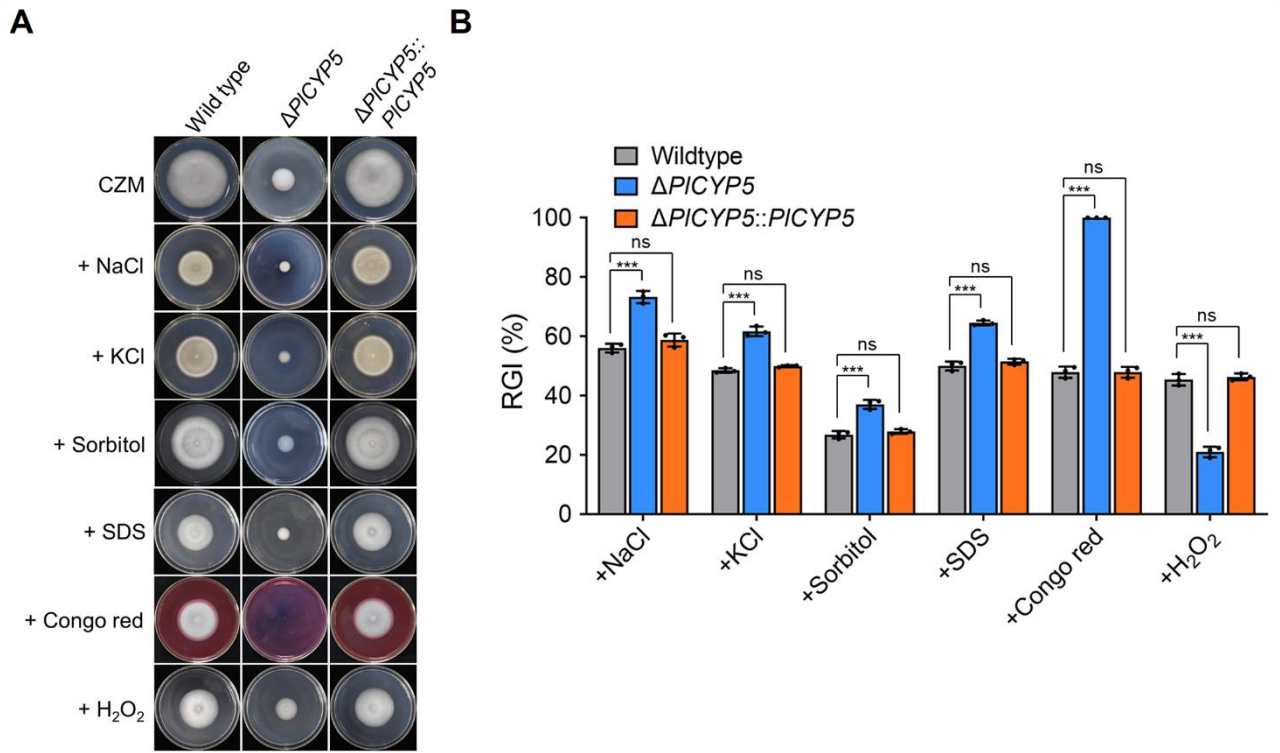

**Figure S3.** Growth of wildtype,  $\Delta PICYP5$ , and  $\Delta PICYP5::PICYP5$  strains to abiotic stresses. **(A)** Colony growth of each strain on normal CZM and CZM supplemented with 1 M NaCl, 1 M KCl, 1.2 M Sorbitol, 0.1% SDS, 0.15 mg/mL Congo red, or 5 mM H<sub>2</sub>O<sub>2</sub>. Conidia of each strain were inoculated onto the center of CZM plates and incubated at 28 °C for 14 d. **(B)** Relative growth inhibitions of wildtype,  $\Delta PICYP5$  and  $\Delta PICYP5::PICYP5$  strains on the CZM containing abiotic stresses versus the normal CZM. The error bars indicate the SD of three replicates. \*\*\* denotes  $P < 0.001$ .

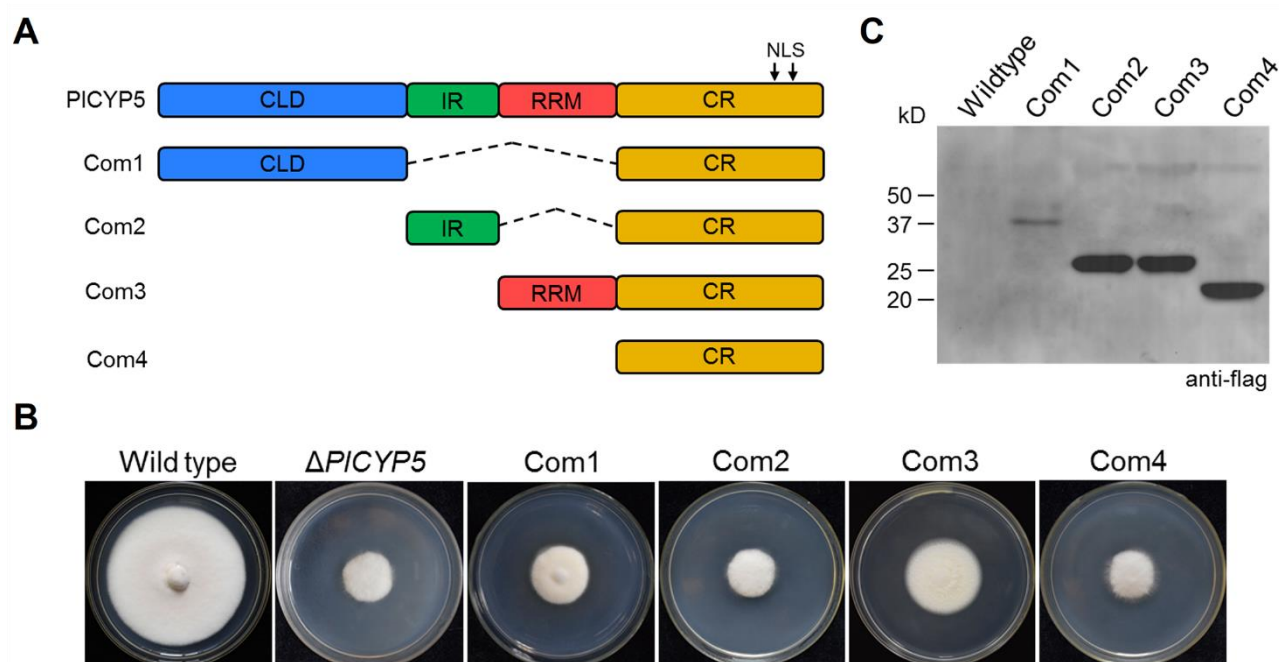

**Figure S4.** Complementary assay of segmented *PICYP5* gene in  $\Delta PICYP5$  strain. **(A)** Schematic diagram of *PICYP5* gene segmentation design. Each region obtained by domain analysis was fused with the CR containing the nuclear localization signal (NLS). CLD: cyclophilin-like domain, IR: Interval region, RRM: RNA-recognition motif, CR: Charged amino acid region. **(B)** The colony growth of wildtype,  $\Delta PICYP5$ , and complementary strains on PDA plates cultured for 14 d. **(C)** Expression analysis of the wildtype and complementary strains by western blot using antibody against *flag*.

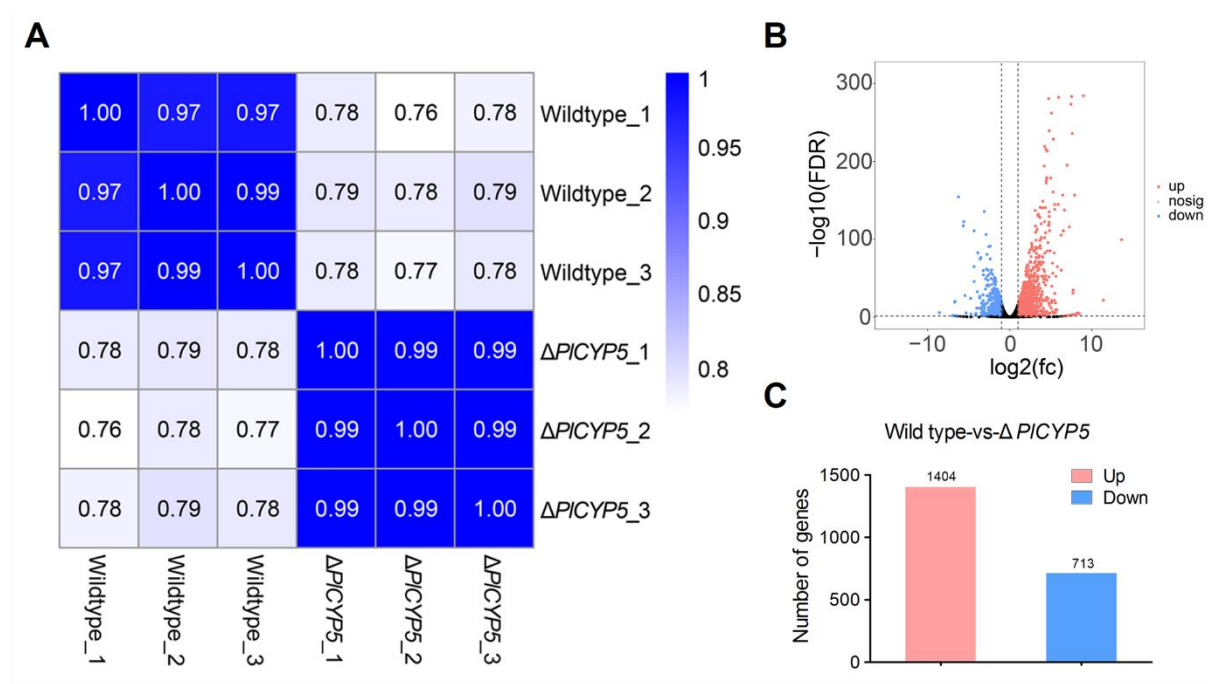

**Figure S5.** Transcriptome sequencing of wildtype and  $\Delta$ PICYP5. **(A)** Correlation analysis of wildtype and  $\Delta$ PICYP5 samples based on clean reads. Each strain had three replicates. **(B)** Volcano plot of differential expression genes in  $\Delta$ PICYP5 compared with wildtype. Red and blue dots indicate the up-regulated and down-regulated genes, respectively. **(C)** Numbers of differential expression genes in  $\Delta$ PICYP5 compared with wildtype.

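Pearson's correlation coefficient was computed for each of the 15 pairs of samples across all 11459 rows of TPM values. It is a correlation across genes, which are not independent replicates, so no p-value is given. Among the wildtype samples, the coefficient was 0.975 for replicates 1 and 2, 0.980 for replicates 1 and 3, and 0.998 for replicates 2 and 3. The ΔPlCYP5 samples had 0.996 for replicates 1 and 2, 0.996 for replicates 1 and 3, and 0.999 for replicates 2 and 3. The 9 pairs of a wildtype and a ΔPlCYP5 sample lay between 0.768 and 0.794 with a median of 0.786, below every pair within a strain. Coefficients of untransformed TPM give more weight to abundant genes, but leaving out the 10 most abundant genes moved the medians little. The medians were then 0.793 between the strains, 0.974 within the wildtype and 0.995 within ΔPlCYP5. On the log2(TPM + 1) scale, which moved the coefficients between the strains most, their median was 0.958, with 0.993 within the wildtype and 0.996 within ΔPlCYP5. The pairs between the strains remained below all pairs within a strain on that scale, between 0.953 and 0.963. No pair of samples held the same values: at most 0.33% of the genes with at least 1 TPM had identical values in both samples of a pair.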

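The fitted log2 fold changes of the genes tested ranged from -4.68 to 8.05 on the log2(TPM + 1) scale, and the changes reached further upward than downward. A log2 fold change of at least 3 was found for 103 of the upregulated genes, while 9 of the downregulated genes fell by 3 or more. The 2 largest increases and the 2 largest decreases are given for called genes with a mean of at least 10 TPM over the 6 samples and complete separation of the strains; the expression table does not pair these identifiers with names. VFPFJ_08066 had 1.09 ± 0.20 TPM (SD, n = 3) in the wildtype and 551 ± 22.6 TPM (SD, n = 3) in ΔPlCYP5, a log2 fold change of 8.05 with a standard error of 0.11 (limma adjusted p = 5.69e-10). The expression of VFPFJ_08364 was 0.44 ± 0.11 TPM in the wildtype and 82.9 ± 9.09 TPM in ΔPlCYP5 (SD, n = 3 each), and its log2 fold change was 5.86 (standard error 0.13, limma adjusted p = 7.04e-09). VFPFJ_04723 decreased from 37.7 ± 3.69 TPM to 0.52 ± 0.26 TPM (SD, n = 3 each), a log2 fold change of -4.68 (standard error 0.16, limma adjusted p = 4.65e-08). VFPFJ_04724 went from 30.2 ± 1.32 TPM to 0.65 ± 0.10 TPM (SD, n = 3 each), with a log2 fold change of -4.25 (standard error 0.13, limma adjusted p = 2.28e-08). The size of these 4 changes depends on the pseudocount, because 1 of the strains is near 0: with a pseudocount of 0.1 they were 8.87, 7.29, -6.01 and -5.35, and with a pseudocount of 5 they were 6.51, 4.01, -2.95 and -2.64.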

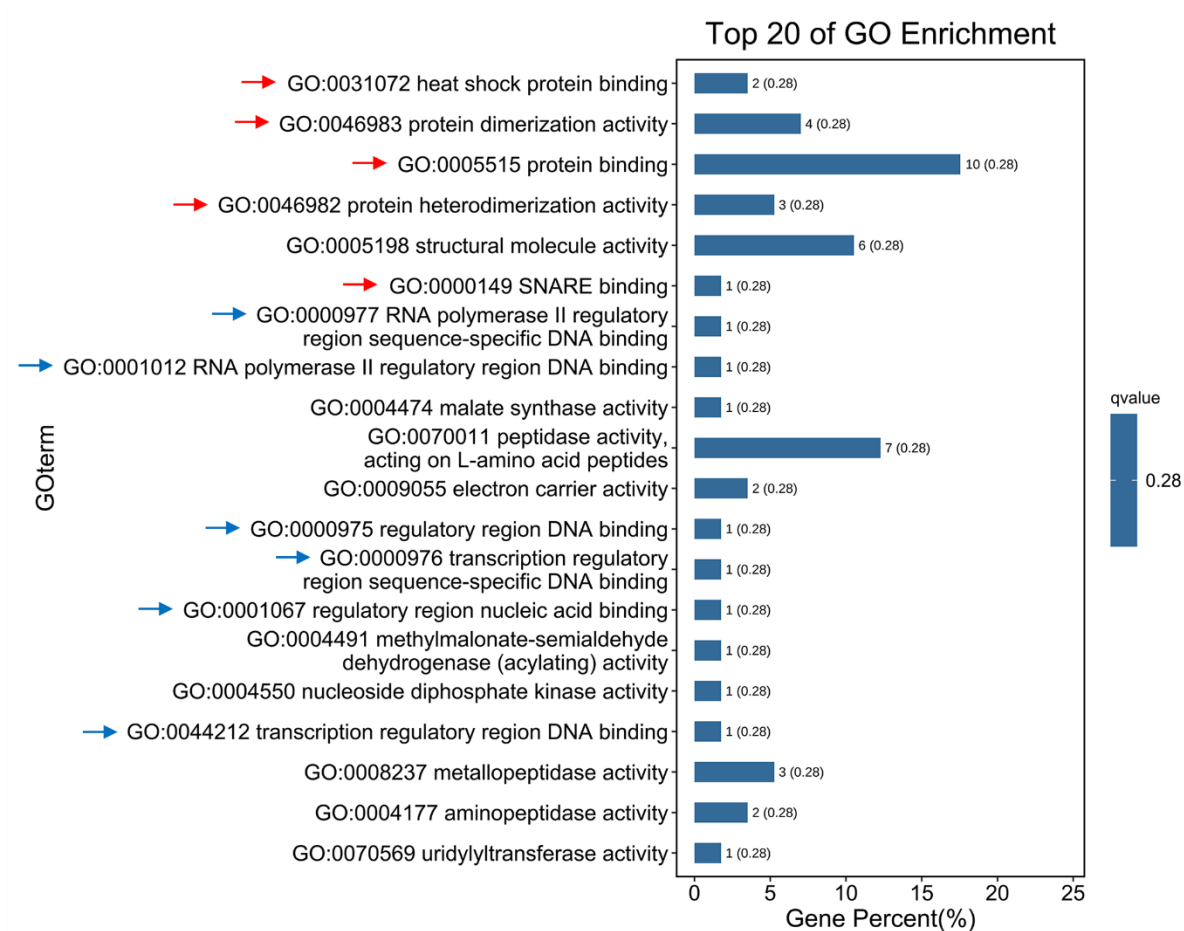

**Figure S6.** GO enrichment in the molecular function of PICYP5 interacting candidates. Red and blue arrows indicate the functions related to protein binding and transcriptional regulation, respectively.

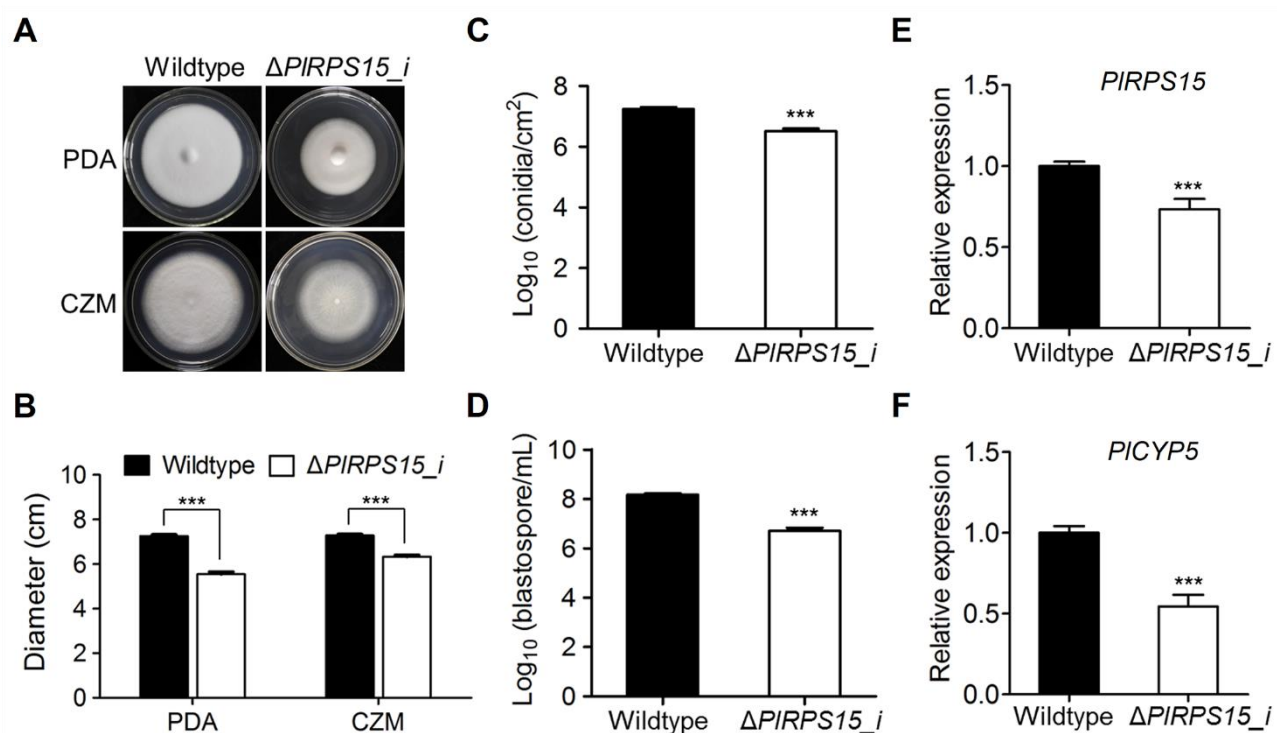

**Figure S7.** Growth and development phenotypes of wildtype and *PIRPS15* incomplete knockout strain ( $\Delta PIRPS15_i$ ). **(A)** Colony growth of each strain on PDA and CZM after 14 d of culture. **(B)** Colony diameters of each strain after 14 d of culture on PDA and CZM. **(C and D)** Conidia **(C)** and blastospore **(D)** yields of each strain. **(E and F)** Relative gene expression of *PIRPS15* **(E)** and *PICYP5* **(F)** genes in  $\Delta PIRPS15_i$  compared with wildtype. The fold changes of gene expression were calculated by the  $2^{-\Delta\Delta C_t}$  method. The error bars indicate the SD of three replicates. \*\*\* denotes  $P < 0.001$ .

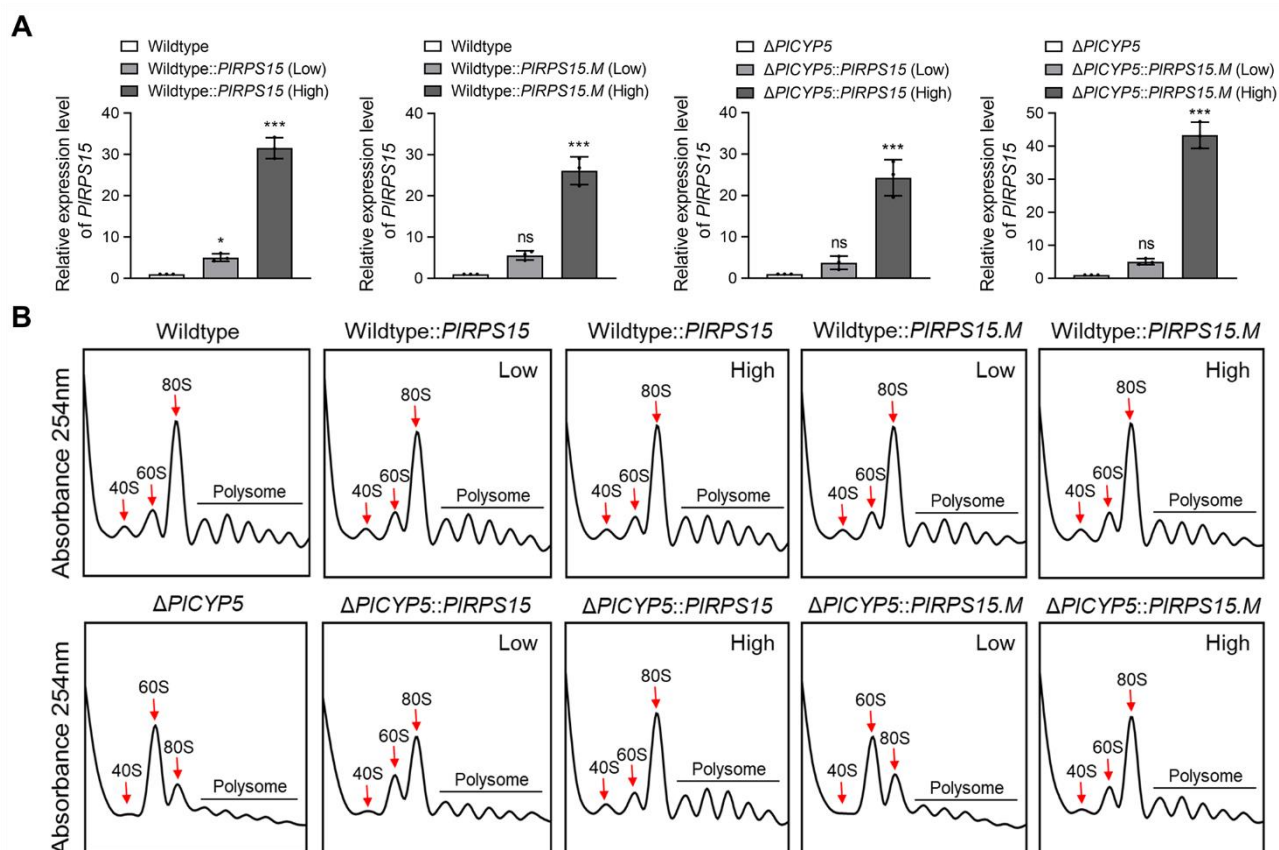

**Figure S8.** Polysome profiles of wildtype,  $\Delta$ *PICYP5*, and strains in low and high expression of the *PIRPS15* or double-point mutated *PIRPS15* (*PIRPS15.M*). **(A)** RT-qPCR verification of the expression level of *PIRPS15* gene in obtained overexpression strains. **(B)** Polysome profiles of wildtype,  $\Delta$ *PICYP5*, and overexpression strains. Cell extracts were prepared after cycloheximide treatment and subjected to ultracentrifugal sedimentation on 7-47% sucrose density gradients. Absorbance was recorded at 254 nm. The peaks for 40S, 60S, 80S were indicated by red arrows.

| Variable region 1 |     |                                                           |     |
|-------------------|-----|-----------------------------------------------------------|-----|
| PlRPS15           | 1   | MAD-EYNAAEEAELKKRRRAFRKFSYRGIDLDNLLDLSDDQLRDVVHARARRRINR  | 54  |
| MaRPS15           | 1   | MAD-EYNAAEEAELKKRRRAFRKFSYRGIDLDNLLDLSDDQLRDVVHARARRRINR  | 54  |
| SsRPS15           | 1   | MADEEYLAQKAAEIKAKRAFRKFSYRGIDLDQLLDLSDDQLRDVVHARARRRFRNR  | 55  |
| BcRPS15           | 1   | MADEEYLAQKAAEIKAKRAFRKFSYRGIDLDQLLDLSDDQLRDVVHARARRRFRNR  | 55  |
| HsRPS15           | 1   | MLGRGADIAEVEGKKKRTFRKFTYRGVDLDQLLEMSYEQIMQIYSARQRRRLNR    | 54  |
| AtRPS15           | 1   | MAD---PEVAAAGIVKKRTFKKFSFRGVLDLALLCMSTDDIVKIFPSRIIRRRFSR  | 52  |
| SpRPS15           | 1   | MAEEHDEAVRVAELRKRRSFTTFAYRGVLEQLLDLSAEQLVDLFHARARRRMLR    | 55  |
| Variable region 2 |     |                                                           |     |
| PlRPS15           | 55  | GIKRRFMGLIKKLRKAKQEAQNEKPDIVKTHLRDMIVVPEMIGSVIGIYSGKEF    | 109 |
| MaRPS15           | 55  | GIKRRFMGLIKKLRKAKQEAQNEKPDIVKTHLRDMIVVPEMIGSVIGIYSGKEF    | 109 |
| SsRPS15           | 56  | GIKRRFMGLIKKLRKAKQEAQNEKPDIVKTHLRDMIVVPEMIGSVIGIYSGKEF    | 110 |
| BcRPS15           | 56  | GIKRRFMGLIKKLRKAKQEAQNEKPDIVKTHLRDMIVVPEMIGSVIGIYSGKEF    | 110 |
| HsRPS15           | 55  | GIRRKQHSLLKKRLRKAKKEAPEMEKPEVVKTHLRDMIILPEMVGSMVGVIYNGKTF | 109 |
| AtRPS15           | 53  | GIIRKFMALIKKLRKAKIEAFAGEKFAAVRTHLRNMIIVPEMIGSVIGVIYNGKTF  | 107 |
| SpRPS15           | 56  | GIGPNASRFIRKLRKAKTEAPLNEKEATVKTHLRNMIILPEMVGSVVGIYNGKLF   | 110 |
| PlRPS15           | 110 | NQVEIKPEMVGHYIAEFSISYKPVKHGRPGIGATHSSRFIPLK               | 152 |
| MaRPS15           | 110 | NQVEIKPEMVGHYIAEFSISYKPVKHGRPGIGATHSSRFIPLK               | 152 |
| SsRPS15           | 111 | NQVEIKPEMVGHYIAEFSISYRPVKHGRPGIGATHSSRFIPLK               | 153 |
| BcRPS15           | 111 | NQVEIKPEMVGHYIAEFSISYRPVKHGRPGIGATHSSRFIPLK               | 153 |
| HsRPS15           | 110 | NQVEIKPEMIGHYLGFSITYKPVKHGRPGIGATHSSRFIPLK                | 152 |
| AtRPS15           | 108 | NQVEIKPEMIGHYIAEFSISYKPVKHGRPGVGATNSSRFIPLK               | 150 |
| SpRPS15           | 111 | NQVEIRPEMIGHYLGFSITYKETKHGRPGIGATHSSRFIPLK                | 153 |

**Figure S9.** Multiple sequence alignment of RPS15 family proteins between filamentous fungi and other species. Amino acids with different colored background indicate different conservation. The red boxes indicate the two variable regions. Pl: *Purpureocillium lilacinum*, Ma: *Metarhizium anisopliae*, Ss: *Sclerotinia sclerotiorum*, Bc: *Botrytis cinerea*, Hs: *Homo sapiens*, At: *Arabidopsis thaliana*, Sp: *Schizosaccharomyces pombe*.

How the deposited data were processed for this re-analysis (not part of the article)

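RNA was sequenced from mycelia of 3 wildtype and 3 ΔPlCYP5 samples of P. lilacinum grown in PDB medium at 28°C. The wildtype was collected at 2 dpi and ΔPlCYP5 at 4 dpi. The strain and the culture age cannot be separated in these samples. Each sample was assigned to its strain and replicate number by its label, and the harvest days are those of the paper's methods.

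According to the paper, the authors mapped the reads with HISAT2 to a P. lilacinum genome, normalized the counts with HTSeq and called differentially expressed genes with edgeR. The TPM values were computed by the authors before they were deposited: the table is named for reads, but its values are rounded to 0.01 and sum to 1000000 in each sample. The tool that made the TPM values, and the gene lengths used for them, are not given in the sources used here. The design set before the data were examined assumed read counts and a count model; since the deposited values are TPM, no count model was run. The table has 11459 rows. 1 identifier is listed on 2 rows with different values, and both rows were kept as separate genes. The values of no sample were left out, and no sample pair was a copy.

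Depth cannot be read from the sum of TPM values. Where whole reads were counted, the value of a gene multiplied by its length is a whole multiple of what 1 read is worth. With RefSeq gene lengths, which may differ from those the authors used, the lowest cluster of such products gave an estimated worth of 1 read of 0.0347 to 0.0431 TPM for a gene of 1000 nt over the 6 samples. Between 62.5% and 72.5% of the values estimated at 0.7 to 2.3 reads lay within 0.15 of a whole read, where evenly spread values give 37.5%. The worth of 1 read was set from the lowest cluster of the same values, 102 to 128 per sample. A pile near 1 read follows in part from that choice, so this share is no independent evidence of read steps. At that worth, a gene of 1000 nt at the filter limit of 1 TPM rests on an estimated 23.2 to 28.8 reads. Read numbers were not recovered gene by gene.

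Genes were tested with limma 3.58.1 in R 4.3.3, with an intensity trend and robust moderation of the variances, on log2(TPM + 1). A gene was tested when it had at least 1 TPM in at least 3 of the 6 samples, which left 9113 genes. It was called at a Benjamini-Hochberg false discovery rate below 0.05 and a log2 fold change of at least 1 in either direction. The deposited scaling was kept in the reported values. The fit was tested on simulated data for the comparison of ΔPlCYP5 with the wildtype, with 8811 genes tested and 200 genes changed by known fold changes. It called 200 of the 200 in the right direction and called 0 of the unchanged genes. All planted changes lay beyond the fold change threshold, with as many up as down, and no shift of the median gene was planted. Many of the real calls lie close to that threshold, and the simulation says little about those. Tables and correlations were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9.

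The identifiers were looked up in the RefSeq annotation of the assembly PurlilCBS_1.0, which lists 10642 genes. It lists the identifiers as earlier locus tags, and 9365 of the 11459 rows were matched. It gives no gene names. Its build differs from the one the paper names, so it was used only for gene lengths, for protein accessions and for which genes neighbour each other, and no coordinates are given. Names were taken from Supplementary Table S2: of its 79 proteins, 69 were matched by accession and 1 by the identifier in its description. In 5 of the 5 entries that also state an identifier, the accession led to the same one.

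The genes to be named were set before the data were examined: every gene the paper names from the transcriptome that could be matched, and the largest changes in each direction among called genes with complete separation of the strains and a mean of at least 10 over the 6 samples, here in TPM, limited to 2 in each direction where identifiers have no names. RPS12, RPS15 and RPS19 could be matched. RPS7 was not among the genes set to be named, and it is given because Supplementary Table S2 lists it as an RP of 40S. PlCYP5, the assembly factors of Figure 4B, the RPs of 60S, the transcription factors named in the discussion and the GO terms were not analysed here, since no row could be matched to them.

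The alternatives were other scalings of the samples (median of ratios, upper quartile, and a trimmed mean that leaves out 30% of the ratios and 5% of the levels at each end), other filters, pseudocounts of 0.1 and 5, a stricter false discovery rate, no fold change threshold, limma's treat test, the replicate number as a block, and each sample left out in turn. For neighbouring genes, the order of the genes was shuffled 10000 times, and for the proteins of Supplementary Table S2, 10000 random lists of genes of similar mean expression were drawn.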

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

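The tests of gene distance were chosen after the result was seen; those with shuffled gene orders and with regression on length and expression, and the comparison with other splits of the samples, were set before their results were seen. Both patterns were noticed in these data and tested on the same data, so what is said of them is a hypothesis.

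Genes upregulated in ΔPlCYP5 lay side by side in the genome more often than in shuffled gene orders, which the paper does not report. Gene order was taken from the annotation of another P. lilacinum strain, which gives a place to 7926 of the tested genes. Tested genes without a place were skipped like untested ones, so they could not break a run. The longest run of neighbouring upregulated genes held 18 genes, with log2 fold changes of 1.02 to 3.11 and a median of 2.31. The next held 13 genes, among them VFPFJ_08364, with log2 fold changes of 3.12 to 5.86, and the third held 8 genes. In all, there were 18 runs of 4 or more genes, which held 108 of the 952 upregulated genes with a known place. In 2 separate sets of 10000 shuffled orders, the most runs of that length in any order were 7 and 8, and the longest runs had 8 and 9 genes (one-sided permutation p = 0.0001 in both sets, the smallest that 10000 shuffles can give). No run of 4 or more downregulated genes was found, but with 316 such genes the shuffled orders gave at most 1. Over the 6504 pairs of tested genes with no other annotated gene between them, the log2 fold changes had a Spearman correlation of 0.196 (one-sided permutation p = 0.0001, the smallest possible), which is a correlation across genes. With untested genes and genes without a place skipped, it was 0.173 over the 7917 pairs 1 place apart. It was 0.056 for genes 2 places apart and 0.009 for genes 5 places apart.

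Several technical explanations were weighed. If reads shared between adjacent genes were the source, the correlation would be absent between distant neighbours, but it was 0.221 over the 3195 pairs at least 1000 nt apart, against 0.166 over the closer pairs. Neighbours alike in length and expression level would lose it once both were regressed out, and it stayed at 0.190, with shuffled orders between -0.025 and 0.025. The number of runs depended on the setting. With the samples scaled by the median of ratios, 12 runs were left and the longest had 15 genes. With a pseudocount of 5, which called fewer genes, there were 7 runs, where shuffled orders of the same calls gave at most 4, and with limma's treat test there were 8, where shuffled orders gave at most 2; the longest had 13 genes in both. Without a fold change threshold there were 140 runs, close to but above the 137 of the highest shuffled order (one-sided permutation p = 0.0001). The longest had 20 genes, beside 18 in the shuffled orders. Downregulated genes formed 14 runs in that setting, the longest of 5 genes, and these are given without shuffled orders. With each sample left out in turn, there were 15 to 19 runs and the longest had 15 to 20 genes. With a filter on a mean of at least 5 TPM, 14 runs were left and the longest had 13 genes. A doubled segment of the genome in ΔPlCYP5 would raise its genes by 1 on the log2 scale. The median of the run of 18 genes was 2.31, and no gene in the run of 13 was below 3.12. These values argue against a doubling as the whole source of those runs. The medians of the 18 runs lay between 1.19 and 3.75. Since genes were called only from 1 upward, a doubling stays open for runs near 1. No DNA was analysed, and reads shared between related copies of a gene were not tested. A hypothesis that stays open is that groups of neighbouring genes may be switched together, by the loss of PlCYP5 or by the later harvest, which cannot be separated here.

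A set of 12 genes was at or below 0.5 TPM in every wildtype sample and at or above 10 TPM in every ΔPlCYP5 sample, and all 12 were called upregulated. Their means in ΔPlCYP5 lay between 11.3 and 56.7 TPM. In the opposite direction there was 1 gene. With the samples scaled by the median of ratios, 9 genes met the same limits. Of the 10 with a known place, 2 lay in the runs described above. Among the 10 ways to split the 6 samples into 3 and 3, the split by strain was the 1 split with as many such genes, and since its share cannot fall under 0.1, chance cannot be excluded by this count alone. Culture age and the deletion stay open as biological explanations, and neither was tested.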

How the results depend on the processing

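Of the 17 alternatives, 12 were set before the data were examined and 5 were chosen after the values were seen: the pseudocounts of 0.1 and 5, the filter on a mean of at least 5 TPM, the trimmed-mean scaling and limma's treat test.

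The number of differentially expressed genes, 1457 in the reported fit, stayed within 1.5 times of that number under 14 of the 17 alternatives, as did the 1090 upregulated and the 367 downregulated genes. Without a fold change threshold, 4868 genes were called, 3350 upregulated and 1518 downregulated, by the construction of that setting. With a pseudocount of 5, there were 888 genes, 654 upregulated and 234 downregulated, because a larger pseudocount shrinks the fold changes of low genes. limma's treat test, which requires a change beyond the threshold itself, called 592 genes, 476 upregulated and 116 downregulated. With a pseudocount of 0.1, 1794 genes were called. The scaling of the samples moved the split between the directions: the upper quartile gave 814 upregulated and 549 downregulated genes and the trimmed mean 835 and 532. Leaving out each sample in turn gave 1362 to 1626 differentially expressed genes, 978 to 1256 upregulated and 361 to 384 downregulated. No filter beyond a value above 0 gave 1458 genes, and a false discovery rate of 0.01 gave 1440. Among the 10 splits of the 6 samples, the split by strain was the 1 split that called any gene, and 10 splits cannot exclude chance at a share below 0.1.

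Of the 4 RP genes of 40S, 3 were called downregulated in the reported fit. The treat test called 0 of the 4, since all lie close to the threshold, while all 4 passed a false discovery rate of 0.05 in the limma fit without a fold change threshold. Leaving out each sample in turn gave 2 to 3 called genes. The direction was downward for all 4 under all 17 alternatives. PlRPS15 was called with the 3 other scalings of the samples and without the fold change threshold, and PlRPS19 lost its call with a pseudocount of 5 and when wildtype replicate 2, wildtype replicate 3 or ΔPlCYP5 replicate 1 was left out, at -0.99, -0.98 and -0.94. The 4 largest changes named by identifier kept their direction and their call under all 17 alternatives.

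The replicate numbers were tested as a pairing of the samples. The deviations of same-numbered samples from their group means correlated at 0.114, 0.206 and 0.053 across genes, and since 1 of the 3 is not over 0.1, the numbers were not taken as a pairing; that nothing is shared was not shown. With the replicate block, 1460 genes were called, 1091 upregulated and 369 downregulated, and 5077 genes passed a false discovery rate of 0.05 without the fold change threshold, beside 4868. No call of the 8 genes named here changed.

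The median correlation between samples of different strains was 0.786, and it rose to 0.958 on the log2(TPM + 1) scale and to 0.956 as Spearman's coefficient. Within the wildtype it moved from 0.980 to 0.993 on the log2(TPM + 1) scale, and within ΔPlCYP5 from 0.996 to 0.994 as Spearman's coefficient. Leaving out each sample in turn gave 0.783 to 0.787 between the strains, 0.975 to 0.998 within the wildtype and 0.996 to 0.999 within ΔPlCYP5; the highest values within the strains were those without wildtype replicate 1 (0.998) and without ΔPlCYP5 replicate 1 (0.999), where 1 pair is left. Of why the other coefficients moved, the cause was not tested.

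Alternatives that need read counts were not run: the DESeq2 test, the exact test and the fold change test of edgeR, and the filter on 10 counts. Scaling by library size alone is what the deposited TPM already has. Removal of a trend on gene length was planned for the lengths of the gene models behind the table, which are not given in the sources used here. With RefSeq lengths, known for 7926 of the genes tested, it gave 933 upregulated and 291 downregulated genes when the median change was kept, and 703 and 435 when the level was taken out as well. The alternatives of the gene set tests were not run, since the sets could not be matched. Since the reads were not recovered gene by gene, the precision of genes near 1 TPM is known only from the spread of the replicates.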

Differences from the paper's values

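The paper reports 713 downregulated genes, and 367 were found here. Of the alternatives set before the data were examined, the median-of-ratios scaling (532) and the upper-quartile scaling (549) came within 1.5 times of the paper's value. The others did not: no filter beyond a value above 0 gave 370, a false discovery rate of 0.01 gave 360, no fold change threshold gave 1518, the replicate block gave 369, and leaving out each sample in turn gave 361 to 384. The trimmed-mean scaling, which was chosen after the values were seen, gave 532; the genes the paper called are not listed in the sources used here, so how many of them it drops is not known.

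The paper's total of 2117 differentially expressed genes and its 1404 upregulated genes are within 1.5 times of the 1457 and 1090 found here. With median-of-ratios and upper-quartile scaling they are not, at 1365 and 1363 genes in total and 833 and 814 upregulated. They are also not without the fold change threshold, at 4868 and 3350, and the total is not without wildtype replicate 1, at 1362, so that leaving out 1 sample moves it past that limit. Of the alternatives chosen after the values were seen, the trimmed-mean scaling (1367 and 835), the pseudocount of 5 (888 and 654), the filter on a mean of at least 5 TPM (1156 and 858) and the treat test (592 and 476) are not within it either. None of the 17 alternatives brought all 3 of the paper's numbers within 1.5 times. Each of them changed 1 setting at a time, and another scaling together with another pseudocount was not run. The paper's calls came from edgeR, whose fold changes are not on the log2(TPM + 1) scale, and no count model was run here. Whether the paper's numbers can be reached from read counts is therefore not known. The nearest total and number of upregulated genes, 1794 and 1337, were those with a pseudocount of 0.1, which was chosen after the values were seen and gave 457 downregulated genes.

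The paper describes the RP genes as significantly downregulated and reports RT-qPCR of selected ones. Its text does not say that each of them passed the fold change threshold. PlRPS15 decreased here in every ΔPlCYP5 sample, with a log2 fold change of -0.82, but was not called at the fold change threshold; it was called with median-of-ratios scaling (-1.02), upper-quartile scaling (-1.03), trimmed-mean scaling (-1.01, chosen after the values were seen) and without the fold change threshold. RPS7, RPS12 and RPS19 were called downregulated.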

Other observations

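The tests of the excess of upregulated genes and of the proteins of Supplementary Table S2 were chosen after the results were seen.

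More genes were upregulated than downregulated in ΔPlCYP5, 74.8% of the calls. The authors' scaling to a fixed sum was weighed as a source: after centring the samples on their median gene, the share of upregulated genes was 61%, and the lowest value with each sample left out in turn was 58.6%. The share therefore depended on the centring, and part of the excess was left after it. Whether the other part came from the scaling or from a rise of most genes cannot be told, because centring takes out both. Gene length was weighed by taking out the trend of the log2 fold change on RefSeq gene length, known for 7926 genes. With the median change kept, 76.2% of the calls were upregulated, and at least 72.7% with each sample left out in turn, so taking out the trend did not lower the share. With the level taken out as well, which also centres the genes, the share was 61.8%. The excess differed with the expression level. The genes tested were ranked by mean TPM into 5 groups of equal size. In the deposited values, 77.2% of the calls in the lowest group were upregulated, and 63.5% in the highest. After centring, the share from the lowest to the highest group was 68.1%, 66.7%, 67.9%, 63.3% and 44.7%, so that no excess of upregulated genes was left in the highest group, where the share lay between 41.4% and 49.7% with each sample left out in turn. Depth was not measured, but lower depth of the ΔPlCYP5 samples, if present, would predict an excess among genes with few reads only. The middle group and the next to highest rest on at least an estimated 384 and 867 reads for a gene of 1000 nt, and the lowest share in them with each sample left out was 59.4%, which argues against depth as the whole cause. The 10 most abundant genes took 10.5% to 12.1% of the TPM in the wildtype and 10.9% to 11.3% in ΔPlCYP5, with medians that differed by -0.51 percentage points (wildtype minus ΔPlCYP5), so they did not separate the strains. The 500 most abundant genes did, with 62.5% to 66.6% in the wildtype and 58.5% to 59.6% in ΔPlCYP5, which leaves more of the TPM to other genes in ΔPlCYP5. A shift between abundant and less abundant genes, the deletion and the later harvest all stay open, and the deletion and the harvest day cannot be told apart in these samples.

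The proteins that the paper pulled down with PlCYP5 were asked whether their mRNAs change together in ΔPlCYP5. Of the 70 matched to a row, 68 were tested, and 6 were called upregulated and 6 downregulated. At a false discovery rate of 0.05, 51 passed, both among all genes tested and adjusted over the list alone. This was 75% of the list, beside 53.4% of all genes tested, and a share of 0.0012 of 10000 random lists of similar mean expression held as many. With median-of-ratios scaling 48 passed, and that share was 0.108, with trimmed-mean scaling 48 and 0.115, and with upper-quartile scaling 47 and 0.208. With each sample left out in turn the share lay between 0.0188 and 0.062, the highest without ΔPlCYP5 replicate 2. Whether the list holds more changed genes than others therefore stays open, since it depends on the scaling. With the fold change threshold, 17.6% of the list were called, beside 16% of all genes. Their median log2 fold change was 0.18, beside 0.17 for all genes, at percentile 77 of 10000 random lists of similar mean expression, whose central 95% lay between -0.02 and 0.28. The camera test of limma, which compares the list with the other genes, gave a p of 0.456 in the downward direction, and the fry test, which compares it with no change, gave 0.137 in the upward direction. A change of the list in a shared direction was not found.

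Figure S5A prints a correlation for each pair of samples, and for 15 of the 15 pairs the printed number matches Pearson's coefficient of the deposited TPM values cut to 2 decimals. On the log2(TPM + 1) scale, 4 of the 15 match.

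No gene with at least 1 TPM in every wildtype sample was at 0 in every ΔPlCYP5 sample. The wildtype level of PlCYP5 is not known here, and genes below 1 TPM in any wildtype sample are not covered by this count. There was 1 gene with at least 10 TPM in every wildtype sample and at most 0.5 TPM in every ΔPlCYP5 sample. Whether that gene is PlCYP5 was not tested. Which row, if any, belongs to PlCYP5 was not analysed here.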
